# ELK4 exerts opposite roles in cytokine/chemokine production and degranulation in activated mast cells

**DOI:** 10.3389/fimmu.2023.1171380

**Published:** 2023-07-17

**Authors:** Yuji Huang, Zhehui Zhu, Weize Li, Yiqin Ge, Yanning Li, Juan Wang, Xia Peng, Lihui Lin, Jia Li, Chen-Ying Liu, Li Li

**Keywords:** mast cell, ELK4, cell cycle, degranulation, MITF, SIRT6

## Abstract

The proliferative potential of mast cells after activation for 3-4h was found to be decreased, which suggests that mast cell degranulation and cell proliferation are differentially regulated. ELK4, a member of the ternary complex factor (TCF) subfamily of Ets transcription factors, is one of the downstream effectors of MAPK signaling that is critical for cell proliferation. And Elk4 has been identified to be vital for macrophage activation in response to zymosan and the transcriptional response to 12-O-tetrade canoyl phorbol-13-acetate (TPA) stimulation in fibroblast. However, the effect of ELK4 on the mast cell transcriptional response to FcϵRI and GPCR mediated activation and its potential functional significance in mast cells remain unclear. Here, we showed that ELK4 expression is downregulated in activated mast cells. *Elk4* knockout suppresses cell proliferation and impedes the cell cycle in bone marrow-derived mast cells (BMMCs), which is associated with decreased transcription of cell cycle genes. Additionally, the transcriptional activation of cytokines and chemokines is diminished while mast cell degranulation is enhanced in *Elk4* knockout BMMCs. Mechanistically, ELK4 might positively modulate *Hdc*, *Ccl3* and *Ccl4* transcription by interacting with MITF and negatively regulate the transcription of degranulation-related genes by complexing with SIRT6. Overall, our study identifies a new physiological role of the transcription factor ELK4 in mast cell proliferation and activation.

## Introduction

Anaphylaxis is a serious allergic reaction that occurs rapidly and includes signs and symptoms that involve the skin, gastrointestinal tract, respiratory system, and cardiovascular system (1). Anaphylaxis can be caused by allergies to foods, insect venoms, medications, and other agents (1). The incidence of food-induced anaphylaxis has increased at an alarming rate, especially in children, over the past several decades and still continues to increase (2, 3). Understanding how anaphylactic shock is regulated at the molecular level is an important step in developing effective prevention and treatment methods.

Mast cells are mononuclear protease granule-containing cells that display FcϵRI, the high-affinity receptor for IgE, and MRGPRX2/MRGPRB2, a G protein-coupled receptor on the cell surface. Mast cell activation by IgE/FcϵRI crosslinking induces degranulation, with the release of inflammatory mediators, including histamine, and the secretion of cytokines (4–6). Histamine is a biogenic amine derived from the decarboxylation of the amino acid histidine, a reaction that is catalyzed by the enzyme L-histidine decarboxylase (HDC). In contrast to histamine, cytokines are members of the group of newly generated mediators, meaning that mast cells in general do not contain large amounts of stored cytokines. Thus, FcϵRI-mediated mast cell activation involves the robust transcription and *de novo* synthesis of cytokines and chemokines, which leads to a late-phase inflammatory response (4–6). In addition, mast cells can be activated by MRGPRX2 activation (7, 8). Individual mast cell responses (mast cell degranulation and cytokine production) were are differentially controlled. Stefanie Klemm et al. have found Bcl10 and Malt1 are essential positive mediators of FcϵRI-dependent mast cell activation that segregates NFκB-induced proinflammatory cytokine production from degranulation (9). And also the Spred/Sprouty family proteins have been identified as negative regulators for ERK activation to negatively regulate mast cell proliferation and cytokine production (10). It suggests ERK activation is responsible for mast cell proliferation and cytokine production.

Information regarding the transcriptional analysis of mast cell development and activation is emerging (11–13). The transcription factors MITF, GATA2 and STAT5 are essential for mast cell development, and NFAT, AP-1 and NF-κB orchestrate the transcriptional response in activated mast cells (11–13). Epigenetic regulators are also involved in regulating mast cells, including the methylcytosine dioxygenase TET2, DNA methyltransferase DNMT3a and histone deacetylase SIRT6 (14–16). Ternary complex factors (TCFs), including ELK-1, ELK3/Net, and ELK4/SAP-1, belong to the Ets transcription factor family. Additionally, TCFs are regulated by Ras-ERK signaling and control cell proliferation in response to serum stimulation (17, 18). Although ELK4 has been implicated in proliferation and cancer (19) and has engaged in the transcriptional response to 12-O-tetradecanoyl phorbol-13-acetate (TPA)-induced fibroblast cell activation and zymosan-induced macrophage activation (20, 21), the extent to which the immediate-early transcriptional response to FcϵRI and GPCR mediated activation in mast cells is ELK4-dependent and the target genes involved have not been systematically investigated.

By analyzing the gene profiles of activated human mast cells, we noticed that *ELK4*, compared with *ELK1* and *ELK3*, is highly expressed in mast cells and that the expression of *ELK4* is significantly downregulated in activated mast cells. These observations encouraged us to explore the regulation and function of ELK4 in mast cells. In this study, we report that ELK4 promotes mast cell proliferation *in vitro*. *Elk4* deficiency in BMMCs impairs gene transcription of inflammatory mediators and cell cycle components but enhances mast cell degranulation. ELK4 interacts with MITF and SIRT6 and might transcriptionally modulate cytokine/chemokine expression and degranulation by cooperating with MITF and SIRT6, respectively. Thus, our study reveals the important but opposite roles of the transcription factor ELK4 in cytokine/chemokine production and mast cell degranulation.

## Materials and methods

### Mice

Conventional *Elk4* knockout mice on a C57BL/6N genetic background were purchased from Cyagen Bioscience. 6- to 12-week-old animals of both sexes were used, and littermate wild-type (WT) mice were used as controls in all experiments. All studies using these mice were approved by the Institutional Animal Care and Use Committee of Shanghai General Hospital affiliated with Shanghai Jiao Tong University School of Medicine and were performed in compliance with ethical guidelines.

### Publicly available data analysis (GSE107316)

Expression Matrix (GSE107316_fpkms.txt) was downloaded from GEO data base (https://www.ncbi.nlm.nih.gov/geo/download/?acc=GSE107316&format=file&file=GSE107316%5Ffpkms%2Etxt%2Egz). This dataset was generated from human mast cells induced from peripheral blood-derived CD34^+^ cells. The human mast cells were left untreated or sensitized overnight with myeloma IgE (0.5 μg/ml) and treated with anti-IgE (1μg/ml) for 2h before harvesting for RNA extraction and subsequent RNA-seq. FPKM was transformed to TPM firstly and differentially expressed genes were analyzed by using limma. Besides the publicly available expression data, no human mast cells were used in our experiments.

### Generation of BMMCs

Bone marrow cells were obtained by flushing bone marrow from the femurs and tibias of mice. Cells were cultured in BMMC media (RPMI 1640 media containing 2 M L-glutamine, 10% foetal bovine serum, 1 M sodium pyruvate, 0.1 M nonessential amino acids, 100 U/mL penicillin, 100 mg/mL streptomycin, 25 M HEPES, 10 ng/mL IL-3, and 10 ng/mL SCF (PeproTech, Cranbury, NJ)). After 4 to 8 weeks of culture, the BMMCs were stained to confirm surface expression of fluorescein isothiocyanate (FITC)–anti-mCD117 (BioLegend) and red-phycoerythrin–anti-mFcϵRI (BioLegend), and >80% of the cells were found to be double positive.

### Isolation and culture of peritoneal cavity mast cells (PCMCs)

Mouse peritoneum was flushed with cold phosphate-buffered saline (PBS), and peritoneal cells were isolated and cultured in BMMC media (RPMI 1640 media containing 2 M mol L-glutamine, 10% foetal bovine serum, 1 M mol sodium pyruvate, 0.1 M mol nonessential amino acids, 100 U/mL penicillin, 100 mg/mL streptomycin, 25 M mol HEPES, 10 ng/mL IL-3, and 10 ng/mL SCF (PeproTech, Cranbury, NJ)) for 3 weeks as previously described (22). Cell purity was routinely checked by cell-surface staining for FcϵRI and CD117, and >85% of the cells were double positive.

### RT−qPCR analysis

5x10^5^ BMMCs were seeded in 24-well plates and sensitized with anti-DNP-IgE(0.5μg/ml) overnight. On the next day, BMMCs were stimulated for 1 hour at 37°C with 100 ng/mL DNP-HSA antigen. Similarly, 5x10^5^ BMMCs were seeded in 24-well plates and stimulated with Compound 48/80 (5 μg/ml) for 1 hour. Total RNA was extracted by using TRIzol (Invitrogen) after activation. One microgram of the isolated RNA was used for complementary DNA (cDNA) synthesis with PrimeScript™ RT Master Mix (TAKARA). Reverse transcription quantitative polymerase chain reaction (RT−qPCR) was then performed using Hieff^®^ qPCR SYBR Green Master Mix (YEASEN) on a 7500 real-time fluorescence quantitative PCR instrument. Experiments were performed in duplicate for each sample, and the mRNA expression was normalized to hprt mRNA. The primer sequences are listed in **Table S1**.

### Immunoprecipitation and western blotting

Cells were lysed with lysis buffer [170 mM NaCl, 50 mM Tris (pH 8.0), 0.5% (v/v) NP-40, 1% Triton X-100, 1 mM EDTA, 5% glycerol, and protease inhibitors] and precleaned with 20 μl of protein Sepharose (GE Healthcare) for 1 hour at 4°C. Antibodies were added to the precleared lysates and allowed to bind at 4°C overnight. Antibody-antigen complexes were precipitated by the addition of Protein Sepharose slurry for 2 hours at 4°C and then washed with washing buffer [100 nM NaCl, 200 mM Tris (pH 8.0), 0.5% (v/v) NP-40, and protease inhibitors] six times and eluted with 2× SDS sample buffer before being subjected to immunoblotting analysis. The following antibodies were used for endogenous co-IP and WB analysis: SIRT6 (Cell Signaling Technology, 12486), ELK4 (Atlas antibodies, HPA028863), and MITF (Cell Signaling Technology, 97800).

### Passive cutaneous anaphylaxis and passive systemic anaphylaxis

For PCA, mice were intradermally injected with 100 ng (in 20 μl) of anti-dinitrophenyl (DNP)-IgE (SPE-7 clone) diluted in PBS in the right ear and 20 μl of PBS in the left ear. Sixteen hours later, the mice were challenged by intravenous injection of 200 μg of DNP-human serum albumin (HSA) (in 100 μl of PBS). For Evans blue dye extravasation experiments, a PCA reaction was carried out as described above, except that 1% Evans blue dye was also included with DNP-HSA (200 µg in 100 PBS) during intravenous injection. Thirty minutes after challenge with DNP-HSA (containing 1% Evans blue), the mice were euthanized, and whole ear pinnae were collected. The ear pinnae were diced into pieces in an Eppendorf tube and incubated in 200 μl of formamide overnight at 55°C. The samples were then centrifuged at 16,200 × g for 10 min. One hundred microlitres of supernatant was quantified with a plate reader by measuring the absorbance at OD 600 nm (23).

For PSA, Mice were sensitized by intravenous injection with 10 μg of anti-DNP-IgE in 100 μL PBS. The following day, mice were intravenously challenged with 100 μg of DNP-HSA in 100 μL PBS. Body temperature was measured with a rectal thermometer after challenge in every 10 minutes for 90 minutes.

### Flow cytometry

For cell-surface labeling, cells were washed with cold PBS and incubated with a blocking antibody for 10 min. Fluorochrome-conjugated antibodies were diluted 1:100 in PBS and incubated with cells on ice for 20 min.

For subcellular labeling, cells were stained using Fix&Perm kit (Multiscence, GAS005/2). 2x10^5^ cells were fixed with 100μL medium A for 15min. After washing with PBS containing 5% FBS, cells were permeabilized with 100μL medium B and stained with IL-6, CCL3, TNFα for 20min respectively. Stained cells were washed with PBS and analyzed on Cytek Aurora instrument.

Antibodies for flow cytometry were as follows: anti-mouse CD45-violetFluor450 (Multi Sciences, AM04512), anti-mouse CD45-PECY7 (BioLegend, 103114), anti-mouse CD19-FITC (Multi Sciences, AM01901), anti-mouse CD3-PE (BioLegend, 100205), anti-mouse CD11b-Percp-cy5.5 (Multi Sciences, AH011B07), anti-mouse GR-1-PE (Multi Sciences, AM0L604), Lamp1-FITC (ProteinTech, FITC-65050), IL-6-eFluor450(ebioscience, 48-7061-82), CCL3-PE(ebioscience, 12-7532-82), TNFα-APC(ebioscience, 17-7321-82).

### β-Hexosaminidase assay

BMMCs and PCMCs were sensitized with anti-DNP-IgE (1 μg/ml) overnight. On the next day, cells were washed with Tyrode’s buffer, seeded in V-shaped 96-well plates, and incubated with DNP-HSA (100 ng/ml) for 1 hour. The supernatant and lysed cell pellet were collected and incubated with p-NAG (4-nitrophenyl N-acetyl-β-D-glucosaminide) substrate for 1.5 hours. The reaction was stopped with 0.2 M glycine (pH 10.7), and absorbance was measured at 405 nm by a spectrophotometer. The percent degranulation was calculated using optical density (OD) values.

### Enzyme-linked immunosorbent assay

The levels of histamine in the culture supernatants were measured using commercial ELISA kits (LDN, BA E-5800R). IL-6 level was detected using ELISA kits (Multi Sciences, 70-EK206/3). TNFα level was detected using ELISA kits (Multi Sciences, 70-EK282/4). CCL3 level was detected using ELISA kits (Multi Sciences, SEA092Mu).

### Histology

Tissues were fixed with 10% formalin and embedded in paraffin. Fixed tissues were cut into 4μm sections, and the paraffin was removed. Sections were stained with haematoxylin-eosin or toluidine blue for light microscopic examinations or mast cell infiltration assays, respectively. The area of the bronchiole wall (Wa) and the perimeter of the bronchiole basement membrane were analyzed by ImageJ (National Institutes of Health). The Wa/Pbm ratio was used to evaluate lung inflammation in asthmatic mice.

The sections were deparaffinized, followed by antigen retrieval with citrate buffer (pH 6.0). Then, 3% hydrogen peroxide and 5% goat serum were used to block endogenous peroxidases and nonspecific antigens, respectively. The primary antibody against MUC5AC (1:500, Abcam, ab3649) was added for incubation overnight at 4°C. The secondary antibody was then applied to the sections for 1 h at room temperature after washing with phosphate-buffered saline (PBS) three times. Finally, the chromogen diaminobenzidine (Beyotime, Haimen, China) was used to detect positive expression of the primary antibody. The sections were ultimately counterstained with haematoxylin and cover slipped. MUC5AC expression in the sections was evaluated and semiquantitatively evaluated by two independent pathologists based on the IHC results. The immunohistochemical staining intensity of MUC5AC was scored as negative (0), weak (1), moderate (2) or strong (3).

### RNA-seq analysis

Total RNA from BMMCs was extracted and used for RNA-seq with a HiSeq 2500 instrument. Differential gene expression analysis was performed with Deseq (comparing resting and IgE-DNP/HSA-induced, wild-type (WT) and *Elk4* KO BMMC samples; adjusted p value (adj-p) <0.05; |Log2 fold change|≥1). The effects of knockout and reconstituted background were estimated by comparing the degree of gene induction under the different conditions and identifying genes that were similarly affected according to the analytical methods in a published paper (20). The basic assumption was that the activity of the genes dependent on a particular transcriptional regulator will be similarly affected by changes in the overactivity or inactivity of that regulator. This method compares the IgE-DNP/HSA-induced fold change in background 1 (*Elk4* WT) (x-axis: fold change in background 1, WT FC) to the difference between the fold change in background 1 and background 2 (y-axis: [fold change in background 1] - [fold-change in background 2]: WT FC- KO FC). Systematic influence of background 2 (*Elk4* KO) will generate a distribution asymmetrically distributed about y=0, and linear regression analysis of the data points above and below y=0 should generate slopes that are significantly nonzero. For perfect dependence of the induction on background 2 (*Elk4* KO), linear regression of the data above y=0 should be r^2 ^= 1. In contrast, differences between the signals of the two backgrounds that arise from random technical variations will be distributed around y=0, and linear regression of the points above or below y=0 should generate a slope of zero. For each comparison, the linear fits of the data points with y>0 (impaired induction in background 2) and y<0 (enhanced induction background 2) were compared to y=0. Data points presenting significant bias were then filtered through an iterative loop where each data point was either included or excluded according to its Euclidean distance to the regression line fit to the data points under investigation.

### Cell proliferation assay

For cell proliferation analysis, WT and Elk4 KO BMMCs were seeded at a density of 6000 cells per well in 96-well plates. The OD value was measured using a microplate reader after the addition of CCK8 (Dojindo, Kumamoto, Japan) for 1h at day 1, day3, day5.

### Cell cycle assay

In preparation for cell cycle distribution analysis, 2× 10^5^ cells were fixed with 70% ethanol and stained with propidium iodide (Beyotime). These cells were then subjected to fluorescence-activated cell sorting using a Cytek Aurora instrument, and data were analyzed using ModFit LT cell cycle analysis software (Verity Software House, Topsham, ME, USA).

### Statistical analysis

Data are expressed as the means ± SD. Statistical comparisons were made by using student’s *t*-test for assays with 2 experimental groups, one-way ANOVA for experiments with over 2 experimental groups, two-way ANOVA for CCK8 assay and Hypergeometrical tests for GO analysis. The ELISA and RT-qPCR assay were performed for 2 or 3 independent experiments. P < 0.05 was considered statistically significant.

## Results

### ELK4 is highly expressed and downregulated in activated mast cells

First, we reanalyzed published gene expression profiles of human mast cells upon FcϵRI-mediated stimulation (GSE107316) (24). A total of 971 genes (fold change≥2, adj-p <0.05) were transcriptionally upregulated, while 711 genes (fold change ≤ 0.5, adj-p <0.05) were downregulated in response to IgE/anti-IgE in stimulated human mast cells (**Figure 1A**; **Table S2A**). The differences in biological processes and KEGG pathways of the differentially expressed genes between unstimulated and stimulated mast cells were obtained by DAVID (https://david.ncifcrf.gov/summary.jsp) enrichment analysis (**Figure 1B**). The IgE/anti-IgE-induced gene set was enriched in gene hallmarks associated with multiple cellular signaling pathways and cytokine receptor interactions (**Figure 1B**; **Table S2B**). In contrast, the downregulated IgE/anti-IgE genes were associated with hallmarks involving the cell cycle and nod-like receptor signaling (**Figure 1B**; **Table S2B**). Consistently, the proliferative potential of mast cell after activation was investigated only for a few hours and was found to be decreased (25, 26). In addition, we used a gene set of TCF target signatures obtained from chromatin immunoprecipitation (ChIP) by TCFs (27) to perform a hypergeometric test (**Table S3**). The IgE/anti-IgE induced and downregulated gene sets were both enriched in genes from the TCF target signature (27) (**Figure 1B**), suggesting that TCFs might be involved in mast cell activation by transcriptionally controlling TCF target genes. By focusing on the TCF transcription factors, we noticed that the expression level of *ELK4* was much higher than the levels of *ELK1* and *ELK3* in unstimulated human mast cells (**Figure 1C**). Furthermore, the public dataset showed that the mRNA level of *ELK4*, but not *ELK1* or *ELK3*, was dramatically downregulated in FcϵRI-activated human mast cells (**Figure 1C**). We further confirmed the downregulation of *Elk4*, but not *Elk1* or *Elk3*, mRNA in activated BMMCs (**Figure 1D**). Western blot analysis showed that the protein level of ELK4 was decreased upon Compound 48/80 and IgE-DNP/HSA stimulation in BMMCs (**Figure 1E**). These data suggest that ELK4 is the main TCF expressed in mast cells and could play a potential role in mast activation and proliferation.

**Figure 1:**
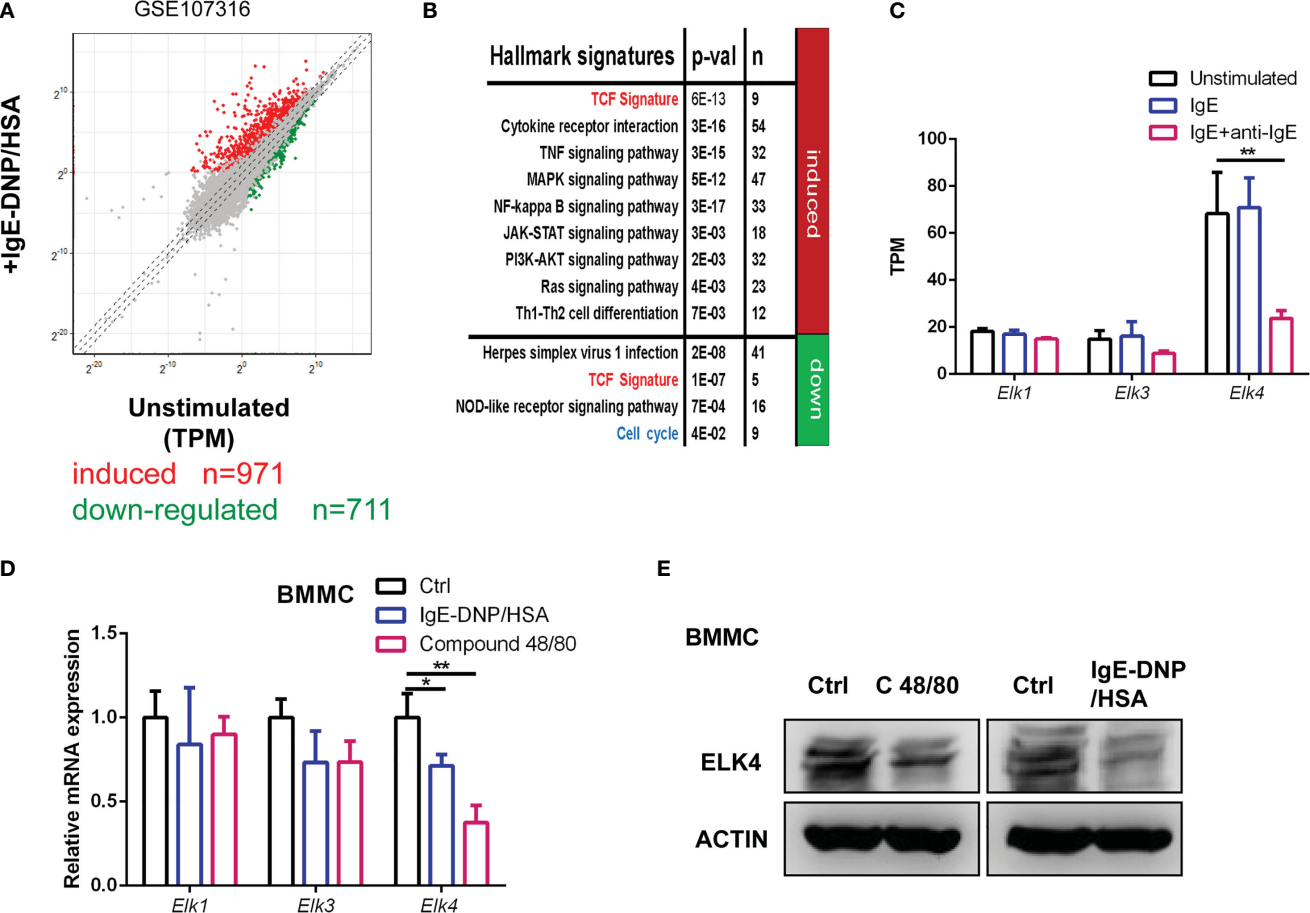
*Elk4* is expressed and downregulated in activated mast cells. **(A)** Scatterplot displaying the induced (red) and downregulated genes (green) after FcϵRI-mediated stimulation in human mast cells (|Log2 fold change|≥1, adj p<0.05). The transcripts per kilobase of exon model per million mapped reads (TPM) were extracted from the GSE107316 dataset. **(B)** Gene ontology analysis of FcϵRI crosslinking-induced and FcϵRI crosslinking-downregulated genes by using the MSigDB hallmark gene set signatures and TCF target gene signature. Hypergeometrical tests were used to assess statistical significance. Bonferroni-adjusted p values are shown. **(C)** The mRNA levels of *ELK1*, *ELK3*, and *ELK4* in unstimulated, IgE-sensitized, and IgE-DNP/HSA-stimulated human mast cells are shown. TPM data were extracted from the GSE107316 dataset. **(D)** qPCR analysis of *Elk1*, *Elk3*, and *Elk4* mRNA expression in unstimulated, IgE-DNP/HSA-stimulated and Compound 48/80-stimulated BMMCs. One-way ANOVA with Dunnett’s multiple comparison test was used to assess statistical significance. Bar, mean; error bar, SD; n = 3; *p<0.05; **p<0.01. **(E)** Western blot analysis of ELK4 protein expression in unstimulated, IgE-DNP/HSA-stimulated and Compound 48/80-stimulated BMMCs.

### *Elk4* deficiency leads to cell cycle arrest in BMMCs

Previously, we reported that ELK4 is critical for epithelial cancer cell proliferation (19). The proliferative potential of mast cell after activation was investigated only for a few hours and was found to be decreased (25, 26). Interestingly, *Elk4* mRNA and ELK4 protein expression both were downregulated after mast cell activation (**Figures 1C–E**). Thus, we explored whether ELK4 could regulate mast cell proliferation. To investigate the potential role of ELK4 in mast cell proliferation and activation, we isolated bone marrow cells from wild-type littermate control (WT), heterozygous (HZ) and homozygous (KO) *Elk4* KO mice that had been induced to differentiate into mast cells in the presence of IL-3 and SCF for 8 weeks (**Supplementary Figure 1A**). Successful induction of BMMCs from WT, HZ and KO mice was confirmed by flow cytometry analysis of CD117 and FcϵRI, as well as by toluidine blue staining (**Supplementary Figures 1B–D**), which suggests BMMCs from both wild-type (WT) and *Elk4* KO mice showed comparable levels of surface CD117 and FcϵRI expression, thus ELK4 does not affect mast cell development (**Supplementary Figures 1B–D**). Deletion of the *Elk4* gene was further confirmed by western blotting analysis of BMMCs from WT, HZ and KO mice (**Supplementary Figure 1E**). Intriguingly, the CCK8 assay showed that *Elk4* KO BMMCs were significantly less proliferative than wild-type BMMCs in normal differentiation culture medium without activation (**Figure 2A**). Cell cycle analysis further showed an increased number of *Elk4* KO BMMCs in G1 phase and a decreased number in S phase compared with wild-type cells (**Figures 2B, C**). SCF affects not only the differentiation but also the proliferation of BMMCs (28). Consistently, G1 arrest of *Elk4* KO BMMCs was also observed in the culture medium without SCF (**Figures 2B, C**).

**Figure 2:**
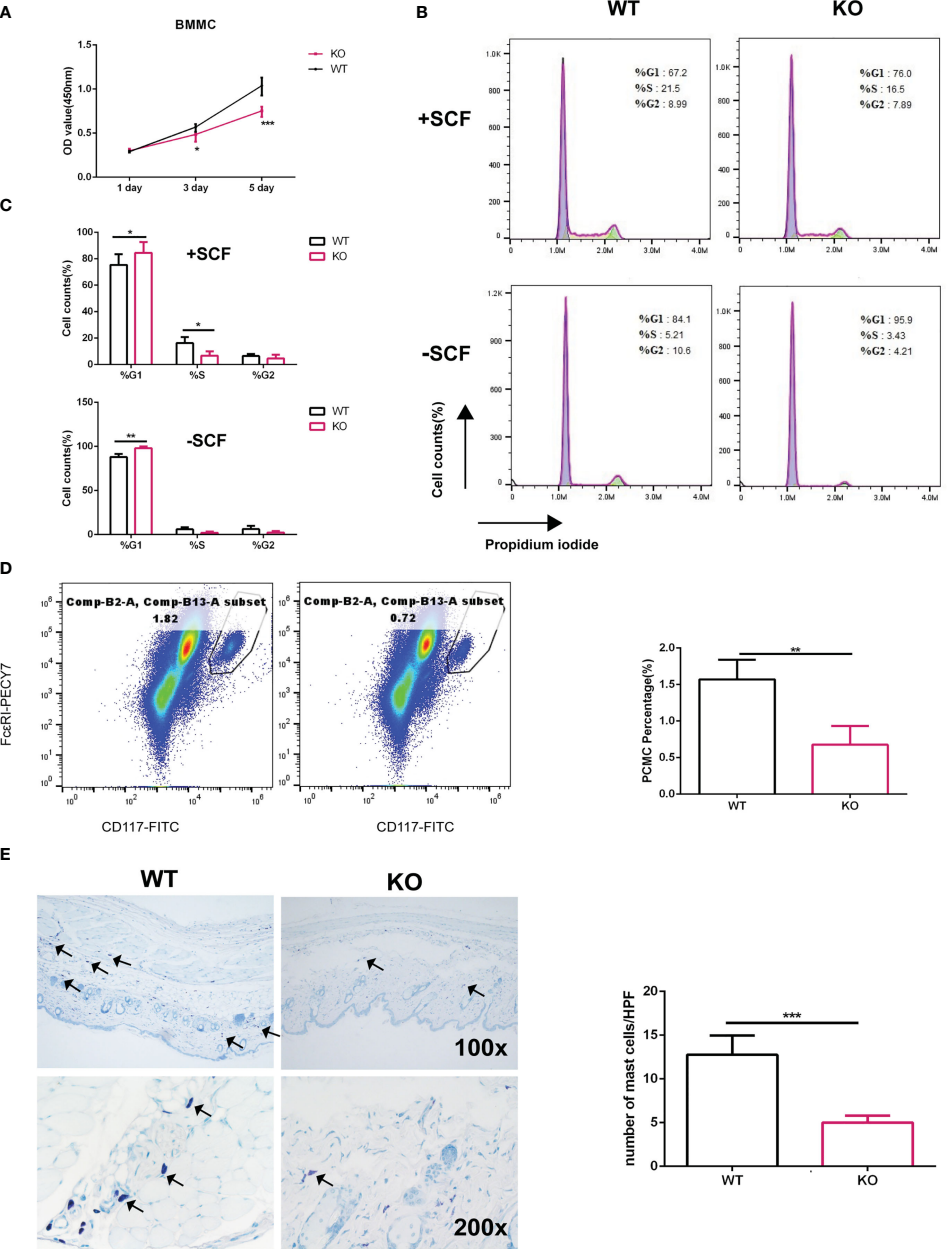
*Elk4* deficiency leads to cell cycle arrest in BMMCs. **(A)** The proliferation of WT BMMCs and *Elk4* KO BMMCs was assessed by CCK8 assay at day 1, day 3 and day 5. Two-way ANOVA with Dunnett’s multiple comparison test was used to assess statistical significance. Bar, mean; error bar, SD; n=3; *p, < 0.05; ***, p<0.001. **(B, C)** Cell cycle analysis of WT BMMCs and *Elk4* KO BMMCs cultured in the presence of IL3 with or without SCF. Flow cytometry data **(B)** and statistical data **(C)** are shown. Bar, mean; error bar, SD; n=3; *p, < 0.05; **p<0.01. **(D)** Percentage of PCMCs in CD45-positive cells from the peritoneal cavities of WT and *Elk4* KO mice. Cells were stained with CD45-eFluor 450, CD117-FITC, and FcϵRI-PECY7 and analyzed by flow cytometry. **(E)** Toluidine blue staining of skin tissues from WT and *Elk4* KO mice. The mast cell number (blue)/high-power field (HPF) was used for statistical analysis. Bar, mean; error bar, SD; n=4; ***p<0.001.

Next, we counted the number of mast cells in the peritoneal cavity of mice. We isolated PCMCs from the mouse peritoneum and marked the mast cells by staining for CD45, CD117 and FcϵRI. Flow cytometry analysis showed that there were significantly fewer mast cells from the peritoneal cavity (PCMCs) in *Elk4*-deficient mice than in WT mice (**Figure 2D**). Consistent with the analysis of PCMCs, the number of mast cells in the skin of *Elk4*-deficient mice was also reduced compared with that in the skin of WT mice (**Figure 2E**). Notably, we did not observe any effects of *Elk4* deficiency on the numbers of cells of other lineages, such as T/B cells in the spleen and macrophages/neutrophils in the bone marrow (**Supplementary Figure 2**). Altogether, these results suggest that ELK4 promotes mast cell proliferation by regulating the cell cycle.

### *Elk4* deficiency impairs the gene expression of *Hdc, Il6, Tnfα, Ccl3* and *Ccl4* in BMMCs upon FcϵRI-mediated and compound 48/80-induced activation

It has been reported that ELK4 is engaged in the transcriptional response to 12-O-tetradecanoyl phorbol-13-acetate (TPA)-induced activation in fibroblasts and the transcriptional response to zymosan-induced activation in macrophages by regulating *Il10*, *c-fos*, *Egr1* and *Egr3* expression (20, 21). Next, we examined the effect of *Elk4* knockout on the expression of genes related to mast cell activation and function. The *Hdc* gene encodes HDC, the rate-limiting enzyme that is essential for mouse and human histamine synthesis (29, 30). There is only limited knowledge of how Hdc gene expression is regulated. By qPCR analysis, we found that the mRNA level of *Hdc* was decreased in response to IgE-DNP/HSA treatment in *Elk4*-deficient BMMCs (**Figure 3A**). IL-6 is a biomarker of systemic inflammation, metabolic dysfunction, and obesity, and its level is increased in serum and airways in individuals with asthma (31). Tumor necrosis factor α (TNFα), a pleiotropic cytokine that exerts a variety of effects, such as growth promotion, growth inhibition, angiogenesis, cytotoxicity, inflammation, and immunomodulation, has been implicated in various inflammatory conditions (32). Similarly, *Il-6* and *Tnfα* induction were also impaired in response to FcϵRI-mediated activation in BMMCs due to *Elk4* deficiency (**Figure 3A**). CCL3 and CCL4 and their receptors CCR1 and CCR5 play an important role in recruiting other white blood cells, including neutrophils, macrophages (Mφs) and basophils (33). In *Elk4*-deficient BMMCs, we found that *Ccl3* and *Ccl4* induction by FcϵRI-mediated activation was also diminished (**Figure 3A**). Accordingly, IL-6, TNFα and CCL3 protein expression detected by flow cytometry were also impaired in *Elk4* KO BMMCs compared with WT BMMCs (**Supplementary Figure 3A**). Next, we detected IL-6, TNFα and CCL3 protein level by ELISA assay in supernatant of BMMCs induced by IgE-DNP/HSA. Consistently, IL-6, TNFα and CCL3 protein level in supernatant of Elk4-deficient BMMCs stimulated by IgE-DNP/HSA were lower than that in supernatant of WT BMMCs (**Supplementary Figure 3B**). Furthermore, we observed that *Hdc, Ccl3* and *Ccl4* expression was impaired in *Elk4*-deficient BMMCs stimulated by Compound 48/80 (**Figure 3B**). Overall, these data indicate that ELK4 could be indispensable for the transcriptional activation of cytokines and chemokines during mast cell activation.

**Figure 3:**
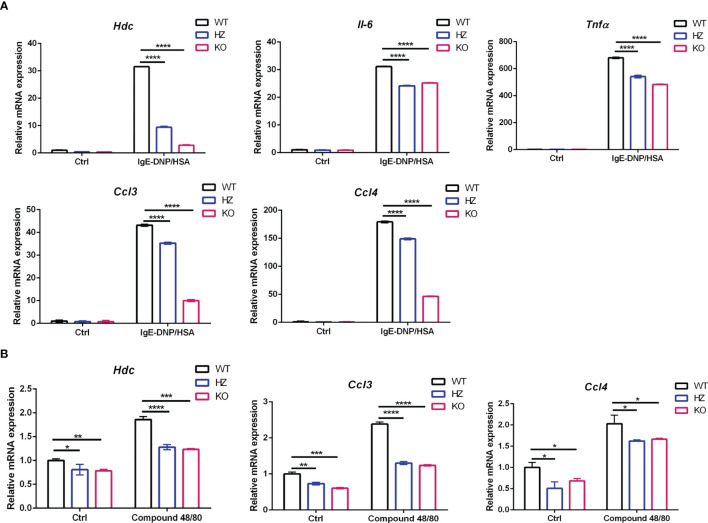
*Hdc*, *Tnfα*, *Il6*, *Ccl3*, and *Ccl4* mRNA expression was impaired in *Elk4* KO BMMCs in response to FcϵRI-mediated and Compound 48/80-induced activation. **(A)** qPCR analysis of *Hdc*, *Il6*, *Tnfα*, *Ccl3*, and *Ccl4* mRNA levels in BMMCs derived from *Elk4* wild-type (WT), heterozygous (HZ), and homozygous (KO) mice in response to FcϵRI-mediated activation. BMMCs were sensitized with anti-DNP-IgE(0.5 μg/ml) overnight and stimulated with DNP-HSA (100 ng/ml) for 1 hour. Bar, mean; error bar, SD; n=3; ****p<0.0001. **(B)** qPCR analysis of the *Hdc*, *Ccl3*, and *Ccl4* mRNA levels in BMMCs derived from *Elk4* WT, HZ, and KO mice in response to Compound 48/80-induced activation. One-way ANOVA with Dunnett’s multiple comparison test was used to assess statistical significance in this figure. BMMCs were stimulated with Compound 48/80 (5 μg/ml) for 1 hour. Bar, mean; error bar, SD; n=3; *p < 0.05; **p<0.01; ***p<0.001.

### *Elk4* deficiency promotes mast cell degranulation and histamine release

Mast cell degranulation leads to the release of inflammatory mediators, including histamine and matrix-degrading proteases. Therefore, we also tested the effect of *Elk4* deficiency on FcϵRI-mediated degranulation. BMMCs were sensitized with anti-DNP IgE overnight and then activated with DNP-HSA. The beta-hexosaminidase release in both *Elk4* WT and KO BMMCs followed the typical bell-shaped dose-response curve when each was treated with increasing concentrations of DNP-HSA for 60 minutes (**Figure 4A**). Release peaked at 30 minutes, followed by a mild decrease at 60 minutes after IgE-DNP/HSA (100ng/mL) treatment (**Figure 4A**). Surprisingly, we observed that the release rate of the β-hexosaminidase enzyme located in BMMCs was significantly elevated in *Elk4* knockout BMMCs upon DNP-HSA stimulation (**Figure 4A**). Avidin-FITC binds to mast cell granules and this conjugated avidin staining technique is a reliable histochemical method for showing mast cell granules (34). We noticed the mildly reduced granularity in unstimulated *Elk4* KO BMMCs compared with WT BMMCs by Avidin-FITC staining during the routine characterization of cultured BMMCs (**Supplementary Figure 1C**). Although there was mildly reduced granularity in un-stimulated *Elk4* KO BMMCs (**Supplementary Figure 1C**), we observed no significant differences in the β-hexosaminidase enzyme between *Elk4* KO and WT BMMCs (**Figure 4B**). Similar results were observed in PCMCs (**Figures 4C, D**). In addition, we examined the expression of cell-surface lysosomal-associated membrane protein 1 (LAMP1/CD107a), which indicates the ability of granules to move to the plasma membrane, in mast cells from *Elk4* KO and WT control mice. Upon DNP-HSA-mediated activation, more *Elk4* KO BMMCs and PCMCs expressed cell-surface LAMP1 than the WT control group, which suggests enhanced mast cell degranulation due to *Elk4* deficiency (**Figures 4E, F**).

**Figure 4:**
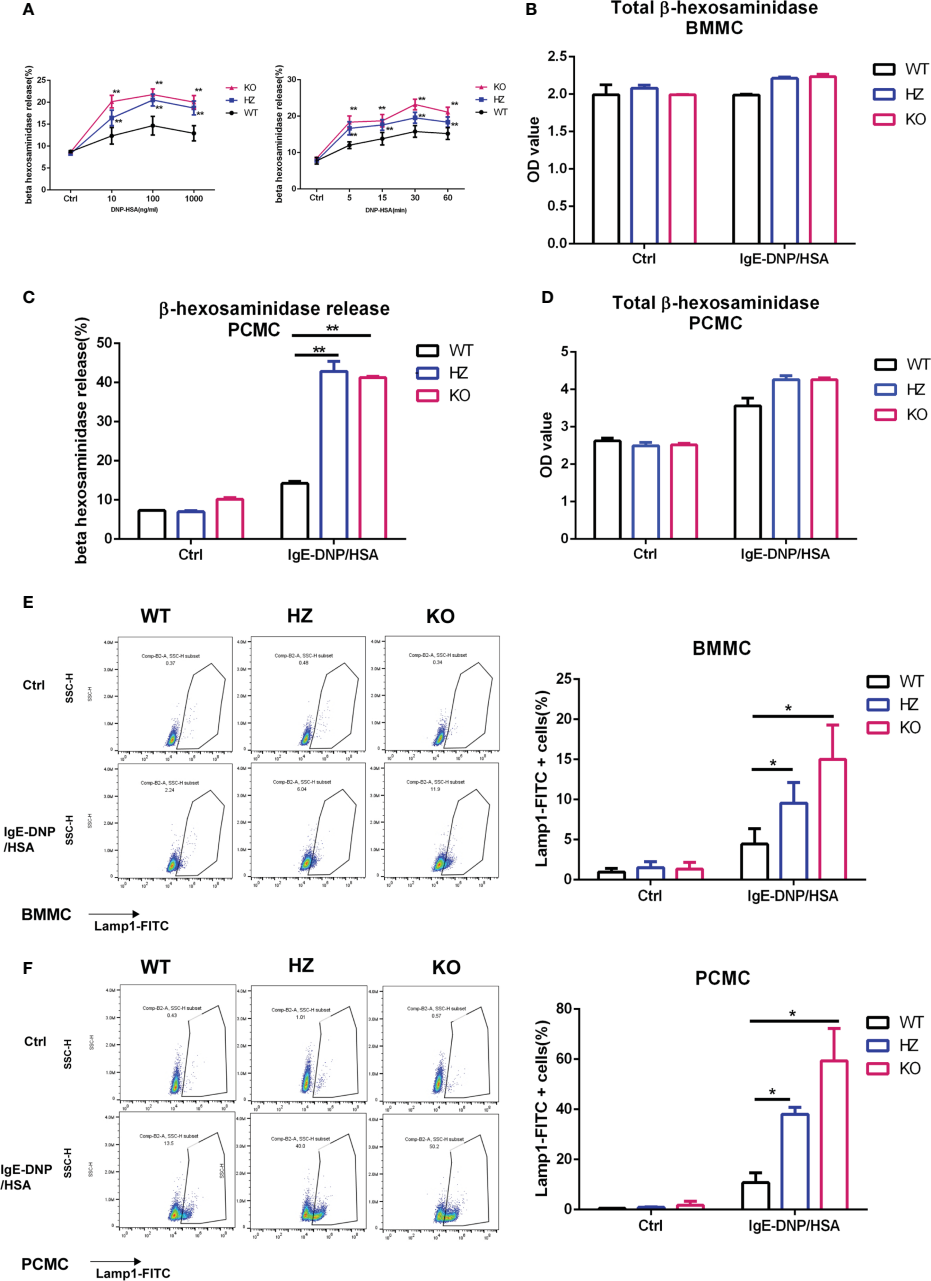
*Elk4* deficiency promotes degranulation and histamine release. **(A)** Time course and dose-dependent curve detection of the beta-hexosaminidase releases. BMMCs were sensitized with anti-DNP-IgE (1 μg/ml) overnight, then stimulated with DNP-HSA (10, 100, 1000 ng/ml) for 60min (Left) or stimulated with DNP-HSA (100 ng/ml) for 5min, 15min, 30min and 60min (Right). Bar, mean; error bar, SD; n=4; **p<0.01. **(B)** The total contents of beta-hexosaminidase in *Elk4* WT, HZ and KO BMMCs are shown. Bar, mean; error bar, SD; n=3; *p < 0.05; **p<0.01. **(C, D)** Degranulation of *Elk4* WT, HZ and KO PCMCs was assessed by beta-hexosaminidase release assay. PCMCs were sensitized with anti-DNP-IgE (1 μg/ml) overnight and stimulated with DNP-HSA (100 ng/ml) for 1 hour. The released contents **(A)** and the total contents **(B)** of beta-hexosaminidase in *Elk4* WT, HZ and KO PCMCs are shown. Bar, mean; error bar, SD; n=2; **p<0.01. **(E, F)** Degranulation of *Elk4* WT, HZ and KO BMMCs **(E)** and PCMCs **(F)** was assessed by cell-surface LAMP1 staining using flow cytometry. Both BMMCs and PCMCs were sensitized with anti-DNP-IgE (1 μg/ml) overnight and stimulated with DNP-HSA (100 ng/ml) for 1 hour before LAMP1 staining. Bar, mean; error bar, SD; n=3; *p<0.05.

Histamine may play various roles in allergic airway inflammation through the receptors H1R, H2R, and H4R in immune cells, including T lymphocytes and dendritic cells. To test whether *Elk4* deficiency affects histamine release upon FcϵRI-mediated activation, we detected histamine by enzyme-linked immunosorbent assay. We found that in *Elk4* KO BMMCs, the rate of histamine release was significantly elevated (**Supplementary Figure 4A**) but the histamine content decreased significantly, which could be due to both the enhanced mast cell degranulation and the downregulation of *Hdc* expression in *Elk4* KO BMMCs (**Supplementary Figure 4B**). Overall, these data suggest that ELK4 could suppress degranulation and histamine release rate in mast cells. Furthermore, degranulation was elevated in *Elk4* KO BMMCs and PCMCs compared to the WT control group in response to Compound 48/80 stimulation (**Supplementary Figures 4C, D**).

### *Elk4* deficiency attenuates anaphylaxis *in vivo*

Next, we studied whether *Elk4* deficiency influences mast cell function during anaphylaxis *in vivo.* We sensitized *Elk4* KO and littermate control mice by intradermally injecting IgE-DNP into their ear pinnae. One day later, we induced mast cell activation by tail vein injection of DNP-HSA and found that the extravasation of Evans blue dye was significantly lower in *Elk4* KO mice than in controls, indicating reduced vascular leakage (**Figure 5A**). We also tested whether *Elk4* deficiency could affect the severity of PSA. We measured rectal temperature as an indicator of PSA. The IgE-sensitized WT mice showed a progressive decrease in rectal temperature within 10 minutes after antigen challenge, while *Elk4* KO mice showed an attenuated response (**Figure 5B**). Accordingly, serum levels of IL-6, TNFα and histamine were higher in WT mice than those in *Elk4* KO mice (**Figure 5C**). Mast cells are one of the key cells in the inflammation of allergic asthma. Elevated serum IgE level is an important feature of allergic asthma. IgE causes chronic airway inflammation mainly through the activation of FcϵRI on effector cells such as mast cells and basophils. We then established a mouse model of allergic asthma induced by exposure to ovalbumin (OVA) as previously described (35). The mice were sensitized and challenged with OVA. Mouse lung sections were examined by haematoxylin and eosin staining, toluidine blue staining, and MUC5AC staining. HE analysis showed that *Elk4* deficiency significantly decreased the thickness of the smooth muscle layer and goblet cell accumulation in the airways compared with those in WT mice (**Figure 5D**, upper panel). Additionally, the area of the bronchiole wall (Wa) and the perimeter of the bronchiole basement membrane were semiquantitatively analyzed, which showed that the Wa/Pbm ratio in the *Elk4*-deficient mice was significantly lower than that in WT mice with asthma (**Figure 5D**, upper panel). Similarly, MUC5AC was expressed at higher levels in WT mice than in *Elk4* KO mice with asthma (**Figure 5D**, middle panel). Consistent with the observations in the skin tissue, the number of mast cells in the lung tissue from *Elk4* KO mice was much lower than that in lung tissue from WT mice with asthma (**Figure 5D**, lower panel). These data suggest that *Elk4* deficiency attenuates anaphylaxis *in vivo*, which could be due to the reduction in both the number of mast cells and cytokine expression in mast cells.

**Figure 5:**
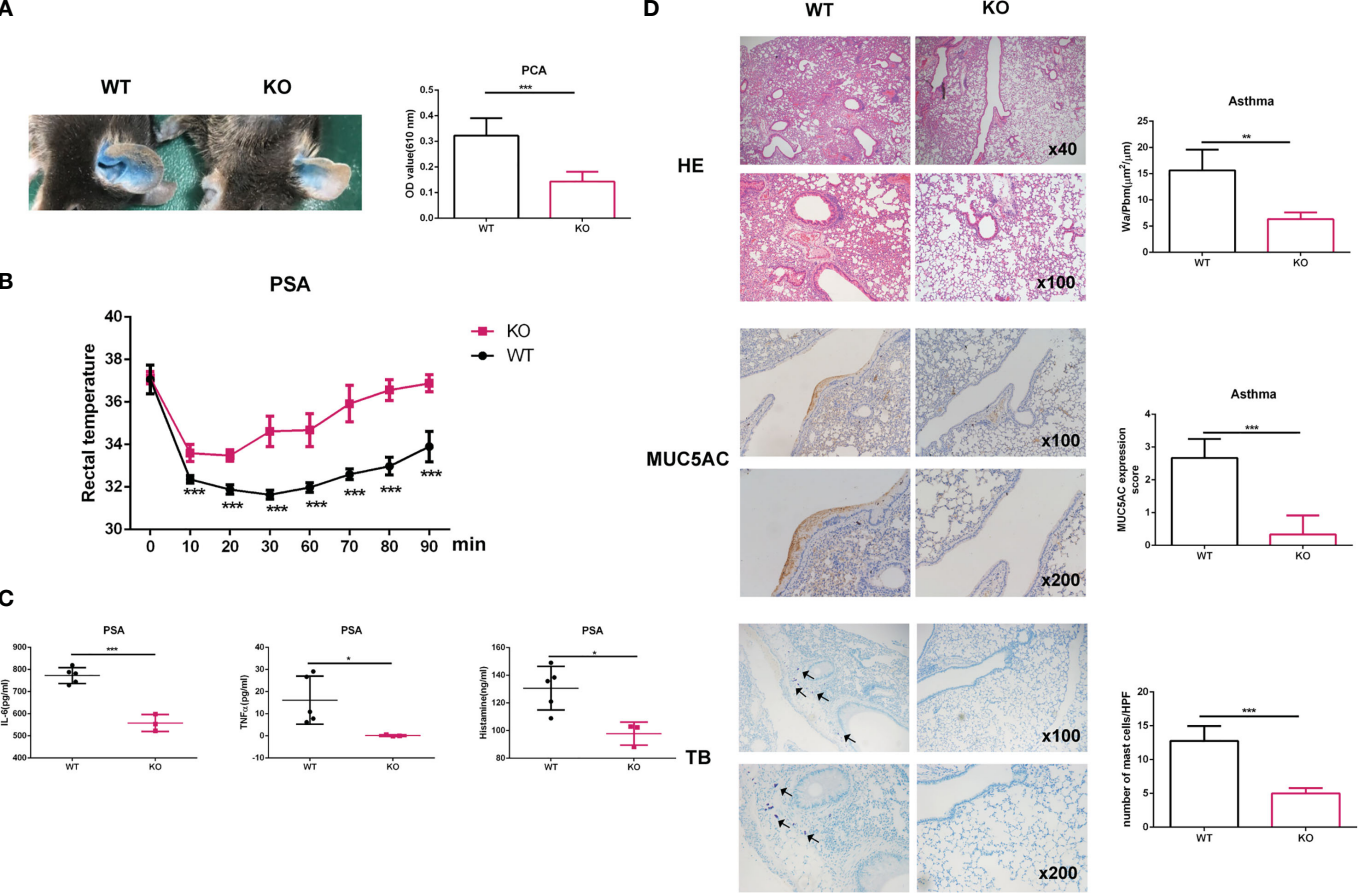
The anaphylactic response in mice was alleviated in *Elk4*-deficient mice. **(A)** Images showing the ear pinnae of *Elk4* WT and KO mice. Evans blue dye extravasation from the ears of *Elk4* WT and KO mice was examined 30 min after intravenous DNP-HSA (containing 1% Evans blue) administration. Evans blue dye extravasation was quantified by measuring the optical density at 610 nm (OD610nm)/weight. Bar, mean; error bar, SD; n=6; ***p<0.001. **(B, C)** WT and *Elk4* KO mice were sensitized with 10 μg anti-DNP-IgE and challenged with 100 μg DNP-HSA. Changes in body temperature and serum levels of IL-6, TNFα and histamine were determined. Bar, mean; error bar, SD; n=3-5; *p<0.05; ***p<0.001. **(D)** HE staining, IHC analysis of MUC5AC and toluidine blue staining of lung sections from *Elk4* WT and KO mice with OVA-induced asthma. The area of the bronchiole wall (Wa) and the perimeter of the bronchiole basement membrane were analyzed by ImageJ. Student’s t test was used to assess statistical significance in the figure. Bar, mean; error bar, SD; n=3; **p<0.01; ***p<0.001.

### ELK4 modulates FcϵRI-mediated gene transcription

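Bone marrow-derived mast cells (BMMCs) are mast cells grown in culture from mouse bone marrow. Their RNA was sequenced on an Illumina HiSeq instrument in 12 libraries, which form 6 groups of 2 replicates. The groups were BMMCs labelled *Elk4* wild type (WT), heterozygous (HZ) or knockout (KO), each unstimulated or stimulated through FcϵRI. For stimulation, cells took up 0.5 µg/ml anti-DNP IgE overnight and received 100 ng/ml DNP-HSA for 1 h. The authors deposited the number of reads counted on each gene, without normalization, and the FPKM value of each gene, which is normalized for gene length and library total. Both tables list the same 16234 genes, of which 172 had no count in any library. Counts on genes totalled between 29697958 and 35531667 per library, with a median of 30439209.5 in unstimulated WT and 33121822.5 in unstimulated KO. The paper's text names no aligner, counting tool, genome build or annotation, so genes are given by symbol and NCBI Gene number and without positions. Counts were scaled with edgeR's TMM factors and tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment in one model of the 6 groups. After edgeR's filter on low counts, 12208 genes were tested. Replicates of a group varied by a biological coefficient of variation of 4.01%. The labels do not state whether the 2 replicates of a group were separate animals. The p-values therefore measure the spread between libraries, which may be smaller than that between animals.

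*Elk4* (NCBI Gene 13714) had 2426 and 2740 counts in the unstimulated libraries labelled WT, 3238 and 2837 in those labelled HZ and 2613 and 2253 in those labelled KO. After stimulation, its counts were 2322 and 1995 in WT, 2139 and 1883 in HZ and 1867 and 1971 in KO. In normalized counts per library size (CPM), the unstimulated means were 75.8 ± 3.60 (SD, n = 2) in WT, 89.6 ± 5.10 (SD, n = 2) in HZ and 66.6 ± 4.37 (SD, n = 2) in KO. The stimulated means were 72.6 ± 7.91 (SD, n = 2) in WT, 64.4 ± 1.05 (SD, n = 2) in HZ and 67.8 ± 0.978 (SD, n = 2) in KO. Unstimulated KO differed from unstimulated WT by a log2 fold change of -0.19 (standard error 0.06, adjusted p = 0.00872 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over the alternative settings that kept every library, this log2 fold change lay between -0.21 and -0.19. Its adjusted p from edgeR, DESeq2 or limma then lay between 0.00297 and 0.0947. With single libraries left out, the log2 fold change lay between -0.25 and -0.12. Unstimulated HZ differed from unstimulated WT by 0.24 on the log2 scale (standard error 0.06, adjusted p = 0.000484 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In stimulated libraries, the log2 difference from WT was -0.10 in KO (adjusted p = 0.208) and -0.17 in HZ (adjusted p = 0.0243), both by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With single libraries left out, the stimulated difference lay between -0.21 and 0.02 in KO and between -0.28 and -0.06 in HZ. The number of *Elk4* reads thus did not follow the genotype labels. A count summed over a whole gene cannot show a deletion within it, so the groups are named here by their labels.

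**Figure D1:**
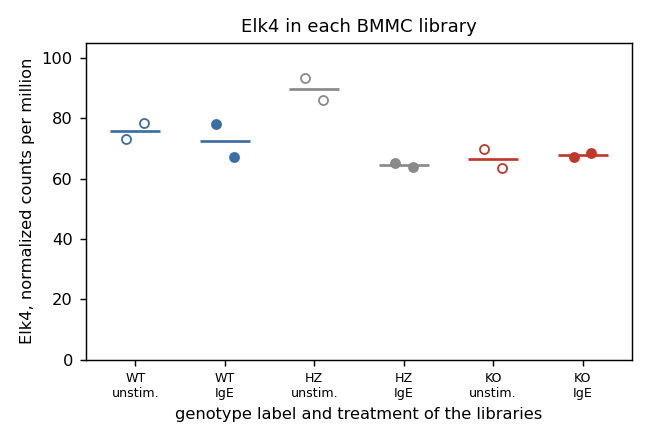
Normalized counts (CPM) of *Elk4* (y axis) in each library, by genotype label (x axis), with points for libraries, open for unstimulated and filled for stimulated, and a line at each group's mean. The unstimulated libraries labelled KO lie at 69.7 and 63.5 CPM and the unstimulated WT libraries at 73.2 and 78.3 CPM.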

To comprehensively investigate the role of ELK4 in terms of gene expression and function in mast cells, we performed RNA-seq analysis of WT/*Elk4* KO BMMCs and WT/KO BMMCs with FcϵRI-mediated stimulation. A total of 431 genes (fold change≥2, adj-p <0.05) were transcriptionally upregulated, while 296 genes (fold change ≤ 0.5, adj-p <0.05) were downregulated in response to IgE-DNP/HSA in WT BMMCs (**Figure 6A**; **Table S4A**). 

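Of the 12208 genes tested, 453 were higher and 373 lower in stimulated than in unstimulated WT BMMCs, at an adjusted p below 0.05 and at least a 2-fold change. Of the genes in the paper's Table S4A, 416 of the paper's 431 upregulated and 294 of its 296 downregulated genes were among them. Without the fold threshold, the alternative that moved these counts most, 2733 genes were higher and 2797 lower. When each of the 4 WT libraries was left out in turn, between 439 and 448 of the 453 genes and between 327 and 344 of the 373 genes still changed at least 2-fold. Libraries with the same replicate number within a genotype could come from the same animal, which the labels leave open. With a replicate block in the model, 455 genes were higher and 367 lower. With such a block within each genotype, which pairs each stimulated library with the unstimulated library of its number, the counts were 451 and 357. As a check of this pairing, the difference between replicates 1 and 2 in unstimulated WT was compared with that in stimulated WT. Across 8691 genes, which are not independent replicates, the Pearson correlation was -0.0306.

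The 3 genes with the largest change in each direction were followed, among genes with a mean of at least 100 counts in the higher group. *Csf2* (NCBI Gene 12981) had 0 counts in both unstimulated libraries and 694 and 778 counts in the stimulated ones, at least 281-fold higher. *Il31* (76399) rose from 0 counts to 346 and 352, at least 133-fold higher. *Areg* (11839) rose from 0 counts to 247 and 231, at least 91.2-fold higher. *Zfp763* (73451) fell from 4.91 ± 1.93 (SD, n = 2) to 0.336 ± 0.0482 CPM (SD, n = 2), a log2 fold change of -3.85 (standard error 0.35, adjusted p = 4.13e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Zfp39* (22698) fell from 3.76 ± 0.457 (SD, n = 2) to 0.454 ± 0.0229 CPM (SD, n = 2), a log2 fold change of -3.04. Both are zinc finger genes whose reads the authors' counting could have split between paralogs. *Frat2* (212398) fell from 6.34 ± 0.0883 (SD, n = 2) to 0.589 ± 0.120 CPM (SD, n = 2), a log2 fold change of -3.42. Genes with symbols starting with *Zfp* made up 91 of the 373 lower genes (24.4%) and 2.73% of the genes tested.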

We observed a similar gene ontology enrichment pattern among the differentially expressed genes between the unstimulated and stimulated BMMCs by DAVID enrichment analysis compared to human mast cells (**Figures 1B**, **6B**). 

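The GO and KEGG terms that the deposited tables give for each gene were tested by one-sided Fisher exact tests against the 12208 genes, a choice made once the tables were seen to hold terms. DAVID's own collection was not used here. Over 5609 GO and 324 KEGG terms of 5 to 500 genes, 140 GO and 51 KEGG terms passed an adjusted p of 0.05 in the 453 genes higher after stimulation. The GO term cytokine activity held 30 of these genes among its 77 (adjusted p = 1.12e-19, one-sided Fisher exact test). Immune response held 31 of 115 (adjusted p = 2.78e-15) and inflammatory response 35 of 202 (adjusted p = 3.02e-11), by the same exact test. Among KEGG pathways, cytokine-cytokine receptor interaction held 35 of 125 genes (adjusted p = 4.32e-19, Fisher exact test). The IL-17, TNF, NF-kappa B and MAPK signaling pathways held 19 of 61, 20 of 94, 15 of 81 and 23 of 207 genes, with adjusted p between 5.18e-11 and 5.59e-05. The Fc epsilon RI signaling pathway held 6 of 59 (adjusted p = 0.113, Fisher exact test).

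In the 373 genes lower after stimulation, 2 GO terms and 1 KEGG pathway passed. The pathway, herpes simplex virus 1 infection, held 82 of 349 genes (adjusted p = 5.56e-48, Fisher exact test), most of them zinc finger genes. The GO terms were RNA polymerase II transcription regulatory region sequence-specific DNA binding, with 34 of 228 genes, and the corresponding repressor activity, with 30 of 206. Of the 50 terms that the paper lists for genes induced in human mast cells (Table S2B), 43 were tested and 22 passed in the genes higher here. Of the 22 terms it lists for genes lowered in human mast cells, 18 were tested and 1 passed in the genes lower here.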

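The paper's list of genes bound by ternary complex factors (TCF signature, Table S3) holds 75 genes, of which 68 were tested in these libraries. Of the 453 genes higher after stimulation in WT BMMCs, 11 belonged to it (2.43%, against 0.557% of the genes tested). The odds ratio was 5.11 (95% confidence interval 2.40 to 9.92, one-sided Fisher exact p = 3.69e-05). Adjusted over the 8 enrichment tests made on gene sets, the exact p was 0.000147. With limma on log2(FPKM + 1) and no filter, the alternative that moved it most, the odds ratio was 12.2. The 11 genes were *Arc*, *Arl5b*, *Egr1*, *Egr2*, *Fos*, *Homer1*, *Ier2*, *Junb*, *Nr4a1*, *Ptgs2* and *Zfp36*. Of the 373 genes lower after stimulation, 1 belonged to the signature, *Jrk*, which is named after its value was seen (odds ratio 0.472, one-sided Fisher exact p = 0.879).

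A list of 97 S-phase and G2/M genes, all of them tested, stood for the cell cycle. Of the 373 genes lower after stimulation, 1 was on it, *G2e3*, also named after its value was seen (odds ratio 0.329, one-sided Fisher exact p = 0.951, adjusted p = 0.951). At an adjusted p below 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and no fold threshold, 58 of the 97 genes were lower and 9 higher. Their median log2 fold change was -0.23, against -0.01 over all genes tested. KEGG's cell cycle pathway held 2 of the 373 lower genes among its 116, *Cdkn1b* (NCBI Gene 12576) and *Skp2* (27401). *Cdkn1b* fell from 51.3 ± 1.80 (SD, n = 2) to 17.8 ± 0.0627 CPM (SD, n = 2), a log2 fold change of -1.53. *Skp2* fell from 8.93 ± 1.32 (SD, n = 2) to 4.02 ± 0.825 CPM (SD, n = 2), a log2 fold change of -1.15.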

The FcϵRI-mediated induced genes were also enriched in the TCF signature, while those that were downregulated were related to the cell cycle (**Figure 6B**), which was consistent with a previously published dataset (**Figure 1B**; **Table S4B**). Furthermore, RNA-seq analysis revealed that the global transcriptional response to IgE-DNP/HSA was substantially altered in *Elk4* KO BMMCs (**Figure 6C**; **Table S4C**). 

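Of the 453 genes induced in WT BMMCs, 356 (78.6%) also passed the thresholds in the libraries labelled KO and 340 (75.1%) in those labelled HZ. Over the 453 genes, the median log2 fold change on stimulation was 2.13 in WT (quartiles 1.36 and 3.45), 2.10 in KO (quartiles 1.24 and 3.77) and 1.97 in HZ. It was above 0 for 442 genes in KO and for 434 in HZ. The Spearman correlation with the WT values was 0.778 in KO and 0.770 in HZ, across genes, which are not independent replicates. Over all genes, 455 were higher and 352 lower after stimulation in KO, and 857 were higher and 889 lower in HZ. With the replicate block, these counts were 451 and 352 in KO and 853 and 887 in HZ. The check of the pairing gave correlations of -0.00676 in KO and 0.0959 in HZ across the 8691 genes.

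Whether the response itself differed between the genotypes was tested as an interaction in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Among the 453 induced genes, the induction was smaller in KO than in WT for 61 (13.5%) and larger for 123 (27.2%) at an adjusted p below 0.05. For the other 269 genes (59.4%), no difference passed. When every gene higher at an adjusted p below 0.05 counted as induced, the alternative that moved these counts most, 354 had a smaller and 226 a larger induction. With the block within genotype, the counts were 63 and 123.

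**Figure D2:**
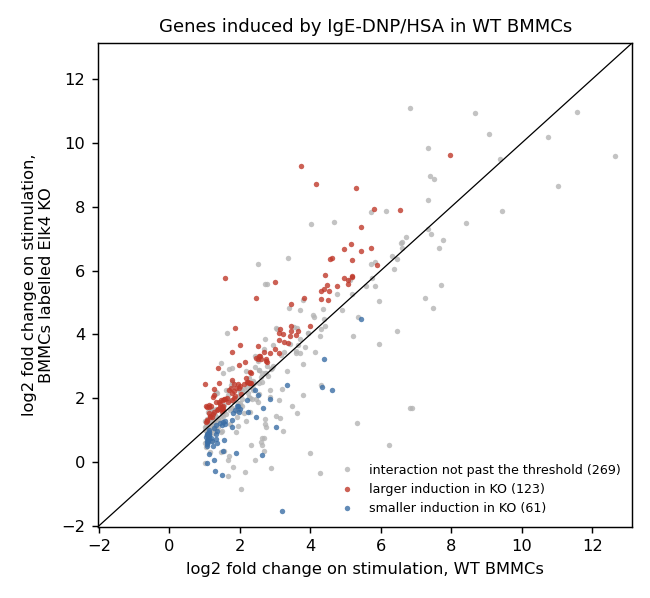
Log2 fold change on stimulation of each of the 453 induced genes in WT BMMCs (x axis) and in BMMCs labelled KO (y axis), with a line of equality. Each point is a gene: 61 (blue) had a smaller and 123 (red) a larger induction in KO at an adjusted p below 0.05 for the interaction, and 269 (grey) neither.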

By using an iterative pipeline to compare the induction of gene expression between the two different backgrounds (20), we partitioned the genes induced by IgE-DNP/HSA in WT BMMCs into the ELK4-dependent and ELK4-independent groups. The basic assumption of this statistical dependence analysis was that the transcription of genes dependent on the same transcription factor should be similarly affected by changes in the activity or abundance of this transcription factor (20). 

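For the dependence analysis, each induced gene's fold change in WT was set against its difference from the fold change in libraries labelled KO, as the paper's methods describe. The step that adds genes by Euclidean distance was not repeated, since the paper's text names no distance limit. Of the 453 induced genes, 206 (45.5%) had a larger fold change in WT and 247 (54.5%) in KO. Across the 206 genes above 0, the least-squares slope was 0.758 and Spearman's rho 0.822. Across the 247 genes below 0, the slope was -1.46 and rho -0.743. The difference contains the WT fold change itself, and genes are not independent replicates, so no p-value is given. As a control within a genotype, WT replicate 1 was set against WT replicate 2, with fold changes of single libraries in place of group values. This comparison put 50.3% of the genes above 0, with a slope of 0.456 and a rho of 0.782. Below 0, its slope was -0.115 and its rho -0.549. With the WT replicates in the other order, the slopes were 0.214 above and -0.176 below 0. Also on single libraries, replicate 1 of WT against replicate 1 of KO gave a slope of 0.751 and a rho of 0.849 above 0. Replicate 2 of WT against replicate 2 of KO gave 0.793 and 0.823. With group values and HZ in place of KO, 52.1% of the genes were above 0, with a slope of 0.282 and a rho of 0.757. The slope below 0 moved most between settings, from -7.54 to -0.580 across the 8 fits that each left out one replicate. Over the alternatives that kept every library, this slope lay between -1.58 and -0.0752, and the slope above 0 between 0.266 and 0.767. Among the 453 genes, 83 (18.3%) had a WT fold change at least 1.5 times that in KO and 101 (22.3%) the reverse.

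Of the 373 genes lower after stimulation in WT, 212 (56.8%) were also lower in KO and 262 (70.2%) in HZ at the same thresholds. Here 116 genes (31.1%) lay above 0. Across these, the slope was 0.0923 and Spearman's rho 0.0735, and across the 257 genes below 0 the slope was 0.936 and rho 0.131. Across all 373 genes, the slope was 0.922 and rho 0.165.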

Surprisingly, almost all IgE-DNP/HSA-induced gene expression was dependent on ELK4, whereas FcϵRI-mediated downregulated gene expression showed no obvious ELK4 dependence (**Figure 6D**; **Table S4D**). Notably, *Elk4* deficiency led to extensive variation in the transcriptome in IgE-DNP/HSA-stimulated BMMCs (**Figure 6E**). Over 2100 genes were dysregulated in the IgE-DNP/HSA-stimulated *Elk4* KO BMMCs (fold change ≥1.5 or ≤0.66, adj-p <0.05) (**Figure 6E**). 

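At the paper's thresholds for this comparison (fold change at least 1.5 or at most 0.66, adjusted p below 0.05), 664 genes were higher and 882 lower in stimulated BMMCs labelled KO than in stimulated WT. That makes 1546 of the 12208 genes. Without the fold threshold, the alternative that moved these counts most, 2588 genes were higher and 2339 lower. Between 620 and 634 of the higher and between 842 and 855 of the lower genes still passed the fold threshold when each of the 4 libraries was left out in turn. Many of these genes already differed before stimulation at an adjusted p below 0.05 and 1.5-fold: 402 of the 664 higher genes (60.5%) and 680 of the 882 lower genes (77.1%). Stimulated HZ libraries differed from stimulated WT in the same way in 435 higher and 528 lower genes. Stimulated KO libraries differed from stimulated HZ in 221 higher and 428 lower genes.

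By the rule for genes with the largest change, *F13a1* (NCBI Gene 74145) had 58.0 ± 2.56 CPM (SD, n = 2) in stimulated KO and 0.656 ± 0.0701 CPM (SD, n = 2) in stimulated WT. Its log2 fold change was 6.46 (standard error 0.14, adjusted p = 4.21e-36 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Gpr65* (14744) had 305 and 321 counts in KO and 3 and 6 in WT, a log2 fold change of 6.16. *Galc* (14420) had 521 and 481 counts in KO and 7 and 10 in WT, a log2 fold change of 5.93. In the other direction, *Vmn2r96* (433070) had 730 and 687 counts in WT and 0 and 1 in KO, at least 225-fold lower. It belongs to a family of receptor genes whose reads could be shared between paralogs. *Rbfox1* (268859) had 173 and 154 counts in WT and 0 in both KO libraries, at least 51.9-fold lower. *Capn11* (268958) had 245 and 226 counts in WT and 0 and 7 in KO, a log2 fold change of -5.96. With single libraries left out, the *Capn11* log2 fold change lay between -11.0 and -5.00, so its size depended on single libraries.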

By focusing on the genes induced by IgE-DNP/HSA in BMMCs, 121 genes were downregulated, while 65 were upregulated by *Elk4* deficiency (**Figure 6E**; **Tables S4E, F**). 

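Of the 453 genes induced in WT BMMCs, 80 were lower and 58 higher in stimulated BMMCs labelled KO than in stimulated WT, at the thresholds of the comparison between genotypes. Without any fold threshold, the alternative that moved these counts most, 711 of the 2733 genes then counted as induced were lower and 758 higher. With the replicate block, the counts were 82 and 58. Leaving out each of the 4 stimulated libraries in turn kept between 76 and 79 of the lower and between 55 and 57 of the higher genes past the fold threshold. The 80 genes included 76 of the 121 genes in the paper's Table S4F, and the 58 genes included 45 of the 65 in its Table S4E. All the genes of both tables moved here in the direction the tables give. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 119 of the 121 and 64 of the 65 had an adjusted p below 0.05.

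A lower level after stimulation can come from a smaller induction or from a lower level before it. Of the 80 genes, 18 (22.5%) had a smaller induction in KO by the interaction test, and 44 (55.0%) were already lower in unstimulated KO at an adjusted p below 0.05 and 1.5-fold. Of the 58 genes, 19 (32.8%) had a larger induction and 28 (48.3%) were already higher. In stimulated HZ libraries, 58 of the 80 (72.5%) were also lower and 32 of the 58 (55.2%) also higher than in WT.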

Intriguingly, the 65 upregulated genes were enriched in ‘positive regulation of cytosolic calcium ion concentration’ and ‘positive regulation of microtubule nucleation’, both of which are correlated with enhanced mast cell degranulation (36, 37) (**Figure 6E**). In contrast, the 121 downregulated genes were enriched in ‘inflammatory response’ and ‘chemotaxis’, which was consistent with our previous observation (**Figures 6E**, **3A**).

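Among the 58 induced genes that were higher in stimulated BMMCs labelled KO, 6 carried the GO term positive regulation of cytosolic calcium ion concentration. They were *Adcyap1*, *Ccl1*, *Ccr3*, *Ccrl2*, *Cxcl2* and *Il1b*. Against the 12208 genes tested, of which 74 carried the term, the adjusted p over 5609 GO terms was 0.00714 (one-sided Fisher exact test). Since only induced genes could enter the list, the term was also tested against the 453 induced genes, of which 10 carried it. There the one-sided Fisher exact p was 0.000481 and the adjusted p over 398 GO terms was 0.191. Against this background, 0 of the 398 GO and 106 KEGG terms passed an adjusted p of 0.05, while 21 GO terms and 1 KEGG pathway had an unadjusted p below 0.05. The other 4 induced genes with the term were among the 80 genes lower in KO, *C5ar1*, *C5ar2*, *Ccl3* and *Ccr1*. In the deposited terms, positive regulation of microtubule nucleation listed no gene among the 453 induced ones. It could therefore not be enriched in any list of induced genes, and these terms cannot decide on the paper's result.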

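Among the 80 induced genes that were lower in stimulated BMMCs labelled KO, 10 carried the GO term inflammatory response and 6 the term chemotaxis. Against the 12208 genes tested, the adjusted p was 0.00208 for the first and 0.00407 for the second (one-sided Fisher exact tests over 5609 GO terms). Against the 453 induced genes, of which 35 and 14 carried these terms, the one-sided Fisher exact p was 0.0682 and 0.0230, with an adjusted p of 1 for both. Here 0 terms passed an adjusted p of 0.05, while 10 GO terms and 2 KEGG pathways had an unadjusted p below 0.05. Of the 58 genes higher in KO, 6 carried inflammatory response and 4 chemotaxis. The paper's own lists for these terms (Table S4B) hold 37 of the 453 induced genes, of which 11 were lower in KO. The odds ratio was 2.12 (95% confidence interval 0.903 to 4.70, one-sided Fisher exact p = 0.0429, adjusted p = 0.0858 over 8 tests). With at least 10 counts required in every library, the alternative that moved it most, the odds ratio was 1.18 (exact p = 0.462). Over the alternatives, it lay between 1.18 and 2.14, with an exact p between 0.0403 and 0.462.

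*Hdc* (NCBI Gene 15186), which encodes histidine decarboxylase, had 1111 ± 6.74 CPM (SD, n = 2) in stimulated WT and 303 ± 17.7 CPM (SD, n = 2) in stimulated KO. Its log2 fold change between the genotypes was -1.87 (standard error 0.04, adjusted p = 2.23e-38 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Before stimulation, *Hdc* stood at 126 ± 6.65 CPM (SD, n = 2) in WT and 17.0 ± 0.103 CPM (SD, n = 2) in KO. Its fold induction was therefore larger in KO, by 1.02 on the log2 scale (interaction adjusted p = 1.45e-17, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Ccl3* (20302) and *Ccl4* (20303) followed the same pattern, with log2 fold changes of -0.96 and -1.02 in stimulated and -2.65 and -2.75 in unstimulated KO against WT. Their interaction log2 values were 1.68 and 1.73. *Tnf* (21926) had 4388 ± 90.6 CPM (SD, n = 2) in stimulated WT and 3398 ± 49.5 CPM (SD, n = 2) in stimulated KO. This log2 fold change of -0.37 (standard error 0.03, adjusted p = 7.06e-16 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) lay within the fold thresholds. *Il6* (16193) had 1329 ± 0.360 CPM (SD, n = 2) in stimulated WT and 1378 ± 23.1 CPM (SD, n = 2) in stimulated KO. Its log2 fold change was 0.05 (standard error 0.03, adjusted p = 0.128 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In unstimulated libraries, *Il6* in KO differed from WT by a log2 fold change of -0.53. Its fold induction was larger in KO, by 0.58 on the log2 scale (interaction adjusted p = 1.05e-13, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Il13* (16163) differed by -0.37 on the log2 scale, also within the fold thresholds.

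**Figure D3:**
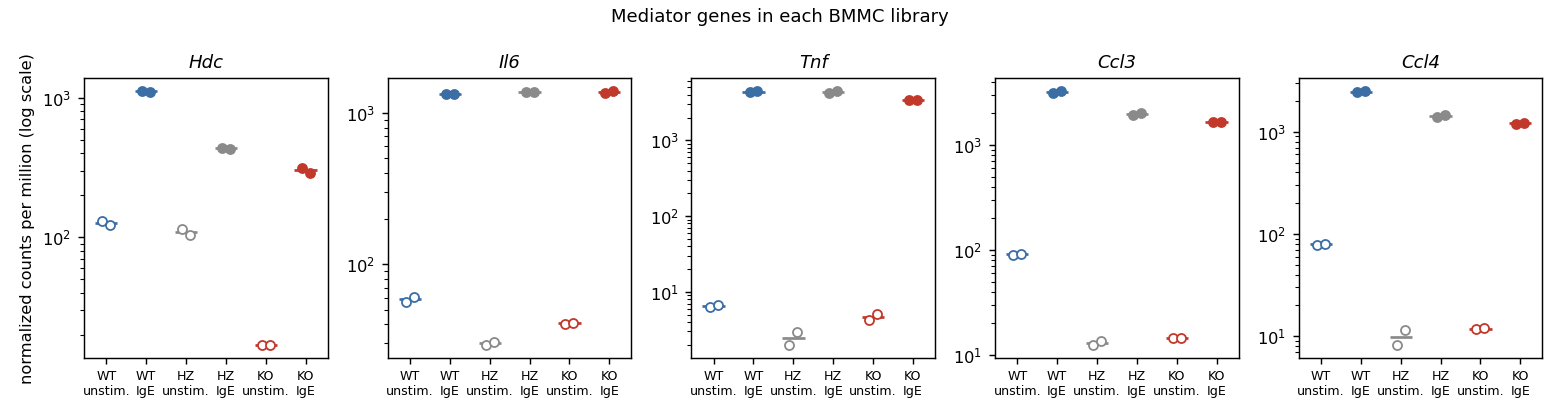
Normalized counts (CPM, y axis, log scale) of *Hdc*, *Il6*, *Tnf*, *Ccl3* and *Ccl4* in each library, by genotype label and stimulation (x axis), with each point a library. *Hdc*, *Ccl3* and *Ccl4* lie lower in KO than in WT both before and after stimulation, while stimulated *Il6* stands at 1329 CPM in WT and 1378 CPM in KO.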

**Figure 6:**
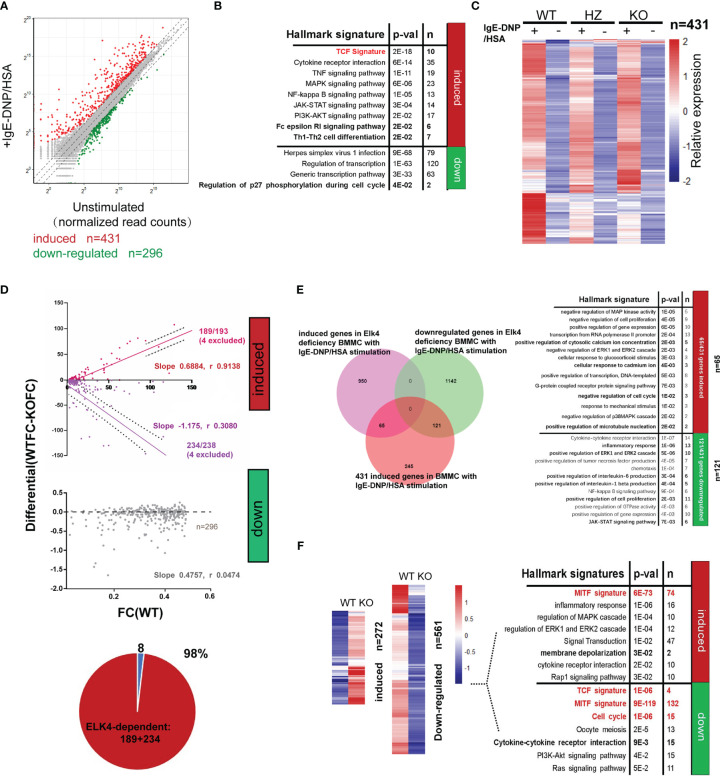
*Elk4* deficiency affects the FcϵRI-mediated transcriptional response in BMMCs. **(A)** Scatterplot displaying the induced (red) and downregulated genes (green) before and after FcϵRI-mediated stimulation in WT BMMCs (|Log2 fold change|≥1, adj p<0.05). **(B)** Gene ontology analysis of FcϵRI crosslinking-induced and FcϵRI crosslinking-downregulated genes in WT BMMCs by using the MSigDB hallmark gene set signatures and TCF target gene signature. Hypergeometrical tests were used to assess statistical significance. Bonferroni-adjusted p values are shown. **(C)** Heatmap representation of the relative mean expression levels of the 431 IgE-DNP/HSA-induced genes in *Elk4* WT and KO BMMCs. **(D)** Identification of ELK4-dependent genes by comparison with the IgE-DNP/HSA induction ratio in *Elk4* WT and KO BMMCs. ELK4-dependent genes (red, purple) exhibited a systematic relationship between their degree of induction in the two contexts, whereas the others (grey) did not. Slope and Spearman r value are indicated. **(E)** Gene ontology analysis of the ELK4-dependent (fold change>1.5 or <0.66, adj p<0.05 in *Elk4* KO BMMCs) FcϵRI-crosslinking induced genes in BMMCs by using the MSigDB hallmark gene set signatures. Hypergeometrical tests were used to assess statistical significance. Bonferroni-adjusted p values are shown. **(F)** Heatmap representation of the relative mean expression levels of the differentially expressed genes between unstimulated *Elk4* WT and KO BMMCs. Gene ontology analysis of the differentially expressed genes was further performed by using the MSigDB hallmark gene set signatures and MITF and TCF target gene signatures. Hypergeometrical tests were used to assess statistical significance. Bonferroni-adjusted p values are shown.

*Elk4* deficiency also altered the basal expression of various genes in unstimulated BMMCs (**Figure 6F**). 

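Distances between unstimulated libraries were measured as the median absolute log2 difference of normalized counts over genes. Between replicates of a group, this distance was 0.0807 to 0.0901. It was 0.211 to 0.236 between WT libraries and those labelled KO, above every distance between replicates. Libraries labelled HZ, which the paper does not analyse here, were 0.266 to 0.275 from WT and 0.235 to 0.249 from KO. Stimulation moved WT libraries by 0.238 to 0.242.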

A total of 561 genes (fold change ≤ 0.5, adj-p <0.05) were transcriptionally downregulated, while 272 genes (fold change≥2, adj-p <0.05) were upregulated in unstimulated *Elk4* KO BMMCs (**Figure 6F**; **Tables S4G, H**). 

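In unstimulated BMMCs labelled KO, 595 genes were lower and 322 higher than in unstimulated WT at an adjusted p below 0.05 and at least a 2-fold change, with a model fitted without a replicate term. Without the fold threshold, the alternative that moved these counts most, 2646 genes were lower and 2795 higher. Leaving out each of the 4 unstimulated WT and KO libraries in turn kept between 562 and 579 of the lower and between 300 and 310 of the higher genes at least 2-fold changed. Of the genes in the paper's tables, 535 of the 560 listed in Table S4H were among the 595 and 268 of the 272 listed in Table S4G among the 322. The libraries labelled HZ differed from WT in 650 lower and 467 higher genes, which included 384 of the 595 (64.5%) and 242 of the 322 (75.2%). Between KO and HZ, 252 genes were lower and 158 higher in KO.

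Of the 3 genes with the largest change in each direction, all but *F13a1* had at most 5 counts in each library of one of the groups. *Vmn2r96* (NCBI Gene 433070), whose reads could be shared between paralogs, had 951 and 932 counts in WT and 0 in both KO libraries, at least 336-fold lower. *Capn11* (268958) had 333 and 418 counts in WT and 1 and 0 in KO, at least 134-fold lower. In HZ, both genes had 0 counts, at least 312-fold and at least 124-fold lower than in WT. *Rbfox1* (268859) had 187 and 182 counts in WT and 2 and 5 in KO, a log2 fold change of -5.76 (standard error 0.48, adjusted p = 4.00e-14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and in HZ it was -5.66. *Gpr65* (14744) had 0 counts in WT and 181 and 162 in KO, at least 53.3-fold higher, and in HZ it had 5 and 16 counts, at least 3.57-fold higher than in WT. *Scara5* (71145) had 0 and 1 counts in WT and 143 and 146 in KO, at least 45.0-fold higher, and was at least 45.5-fold higher in HZ. *F13a1* (74145) had 33 and 58 counts in WT and 2217 and 2100 in KO, a log2 fold change of 5.47, and in HZ it was 5.40.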

Consistent with the proliferative defect in *Elk4* KO BMMCs, genes with reduced basal expression in *Elk4* KO BMMCs were enriched in gene hallmarks and terms associated with the cell cycle (**Figure 6F**). qPCR analysis further confirmed the decreased mRNA levels of *Ccna2*, *Ccnb2*, *Cdk2*, *Cdk6* and *E2f2*, which could account for *Elk4* KO BMMC G1 arrest (**Supplementary Figure 5**). 

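Of the 97 genes on the cell cycle list, 38 were among the 595 genes lower in unstimulated BMMCs labelled KO (6.39%, against 0.795% of the genes tested). The odds ratio was 13.4 (95% confidence interval 8.56 to 20.6, one-sided Fisher exact p = 3.91e-25). Adjusted over the 8 enrichment tests, the exact p was 3.13e-24. With limma on log2(FPKM + 1) and no filter, which moved it most, the odds ratio was 51.4. The median log2 fold change was -1.33 over the 54 G2/M genes, of which 37 passed the thresholds, and -0.35 over the 43 S-phase genes, of which 1 passed. In unstimulated HZ libraries, these medians were -1.46 and -0.91. The GO term cell division held 59 of its 349 tested genes (adjusted p = 1.22e-13, one-sided Fisher exact test), and KEGG's cell cycle pathway held 15 of 116 (adjusted p = 0.0404, same exact test).

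*Ccna2* (NCBI Gene 12428) had 33.6 ± 0.975 CPM (SD, n = 2) in KO and 97.6 ± 3.65 CPM (SD, n = 2) in WT, a log2 fold change of -1.54 (standard error 0.06, adjusted p = 1.21e-26 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Ccnb2* (12442) had 11.0 ± 1.07 CPM (SD, n = 2) in KO and 47.4 ± 1.93 CPM (SD, n = 2) in WT, a log2 fold change of -2.11. *E2f2* (242705) had 7.90 ± 1.03 CPM (SD, n = 2) in KO and 16.1 ± 0.00169 CPM (SD, n = 2) in WT, a log2 fold change of -1.03. *Cdk6* (12571) had 265 ± 1.44 CPM (SD, n = 2) in KO and 397 ± 17.4 CPM (SD, n = 2) in WT, a log2 fold change of -0.58, less than 2-fold. *Cdk2* (12566) had 56.5 ± 5.50 CPM (SD, n = 2) in KO and 65.8 ± 1.01 CPM (SD, n = 2) in WT, a log2 fold change of -0.22. The *Cdk2* difference had an adjusted p of 0.00182 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and stayed between -0.32 and -0.12 with each replicate left out.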

Above all, these data demonstrate that ELK4 not only mediates the acute transcriptional response during mast cell activation but also modulates the cell cycle in unstimulated mast cells.

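ELK4 is one of the ternary complex factors, and the genes of the TCF signature responded to stimulation in all 3 genotypes. At an adjusted p below 0.05, 32 of its 68 tested genes were higher and 13 lower after stimulation in WT, 30 and 12 in KO, and 37 and 17 in HZ. Of its 11 genes induced in WT, 0 were lower and 1 was higher in stimulated BMMCs labelled KO at the thresholds of that comparison. Among these 11 genes, 0 had a smaller and 8 a larger induction in KO at an adjusted p below 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Over all 68 genes, 14 were lower and 22 higher in stimulated KO at an adjusted p below 0.05 without a fold threshold. With the adjustment made over the 68 genes alone, 17 were lower and 22 higher. The median log2 fold change of the 97 cell cycle genes was -0.70 in unstimulated and -0.62 in stimulated KO against WT. The paper concludes that ELK4 mediates the acute transcriptional response of activated mast cells and modulates the cell cycle of unstimulated ones.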

### ELK4 cooperates with MITF and SIRT6 to regulate cytokine/chemokine production and degranulation

Our findings that *Elk4* deficiency impairs *Hdc* and cytokine expression in mast cells prompted us to explore whether ELK4 cooperates with key transcription factors known to function in mast cells. One such key TF in mast cells, MITF, has been reported to be required for *Hdc* gene expression and histamine synthesis (38). Upon *Elk4* deficiency, more genes associated with the MITF target signature [assessed by chromatin immunoprecipitation (39)] were enriched in the downregulated gene set in *Elk4*-deficient BMMCs (**Figure 6E**; **Table S5**). 

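Of the paper's table of MITF target genes (Table S5), 1998 genes were available here and 1363 further entries were cut from the text of the table used. The results below rest on this incomplete list, of which 1475 genes were tested. Of the 595 genes lower in unstimulated BMMCs labelled KO, 81 were on the list (13.6%, against 12.1% of the genes tested). The odds ratio was 1.16 (95% confidence interval 0.896 to 1.47, one-sided Fisher exact p = 0.134, adjusted p = 0.214 over 8 tests). Of the 322 genes higher in KO, 55 were on the list (17.1%), an odds ratio of 1.52 (95% confidence interval 1.11 to 2.05, one-sided Fisher exact p = 0.00477, adjusted p = 0.0127). For the lower genes, the odds ratio was 1.32 (exact p = 0.0167) against every gene in the count table instead of the genes tested. With limma on log2(FPKM + 1) and no filter, which moved it most, it was 1.82 (exact p = 0.00106). Over the alternatives, it lay between 1.13 and 1.82, with an exact p between 0.00106 and 0.179. Over the 1475 genes, the median log2 fold change in unstimulated KO was -0.01, against 0.02 over all genes tested.

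*Mitf* itself (NCBI Gene 17342) had 141 ± 2.08 CPM (SD, n = 2) in unstimulated KO and 154 ± 2.70 CPM (SD, n = 2) in unstimulated WT. This log2 fold change of -0.12 (standard error 0.04, adjusted p = 0.0156 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) was small, and its adjusted p from edgeR, DESeq2 or limma lay between 0.00422 and 0.0602 over the alternatives. *Kit* (16590) differed by -0.06 on the log2 scale (adjusted p = 0.00546) and *Fcer1a* (14125) by 0.23 (adjusted p = 2.40e-13), both by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.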

Since the protein extraction of the primary BMMCs was relatively low, we used a MC/9 mast cell line for coimmunoprecipitation assay. Through a coimmunoprecipitation assay with ELK4 and MITF, we found that endogenous ELK4 was coimmunoprecipitated by endogenous MITF in MC/9 mast cells, which implied that ELK4 could interact with MITF to cooperatively modulate gene transcription (**Figure 7A**). Consistently, treatment with ML329, a MITF-specific inhibitor, showed a similar suppressive effect on the transcription of *Hdc, TNFα, Ccl3, and Ccl4* in response to FcϵRI-mediated activation of BMMCs (**Figure 7B**). Intriguingly, mast cell degranulation was not affected by ML329 treatment, which indicated that MITF was not involved in the effect of ELK4 on mast cell degranulation (**Supplementary Figure 6A**). We also examined the interaction between ELK4 and other key TFs functioning in mast cells and found that ELK4 could also interact with the histone deacetylase SIRT6 (**Figure 7C**). Recently, SIRT6 was revealed to be a negative regulator of FcϵRI-mediated degranulation in mast cells (14). Thus, we first confirmed the effect of the SIRT6-specific inhibitor OSS_128167 on FcϵRI-mediated mast cell degranulation and found that OSS_128167 treatment significantly exaggerated FcϵRI-mediated mast cell degranulation in BMMCs (**Supplementary Figure 6B**). Furthermore, both OSS_128167 treatment and *Elk4* KO increased the expression of genes associated with degranulation, including *Syngr*-1, *Exoc3l1*, *Cadm1* and *Vcl*, in BMMCs (**Figures 7D, E**). Syngr1, encoding an integral membrane protein, plays a role in regulating vesicle exocytosis, modulates the localization of synaptophysin/SYP into microvesicles, and affects microvesicle formation and maturation (40). EXOC3L1 (exocyst complex component 3 like 1) is a component of the exocyst complex, an evolutionarily conserved multisubunit protein complex that has been implicated in molecular trafficking and tethering secretory vesicles to the plasma membrane (41). Cell adhesion molecule 1 (CADM1), also known as SynCAM1, controls actin cytoskeleton assembly and induces mast cell degranulation and IL-6 secretion (42, 43). VCL, also known as vinculin, can interact with F-actin in both the recruitment of actin filaments to the growing focal adhesions and the capping of actin filaments to regulate actin dynamics (44). Mast cell degranulation is supported by dynamic conversions between actin polymerization and depolymerization (45). Therefore, we speculate that ELK4 might interact with and recruit SIRT6 as an epigenetic corepressor to inhibit the gene transcription of *Syngr1*, *Exoc3l1*, *Cadm1* and *Vcl*, which leads to the suppression of mast cell degranulation. Altogether, these data suggest that ELK4 suppresses mast cell degranulation but also promotes cytokine/chemokine production, probably by cooperating with SIRT6 and MITF, respectively (**Figure 7F**).

**Figure 7:**
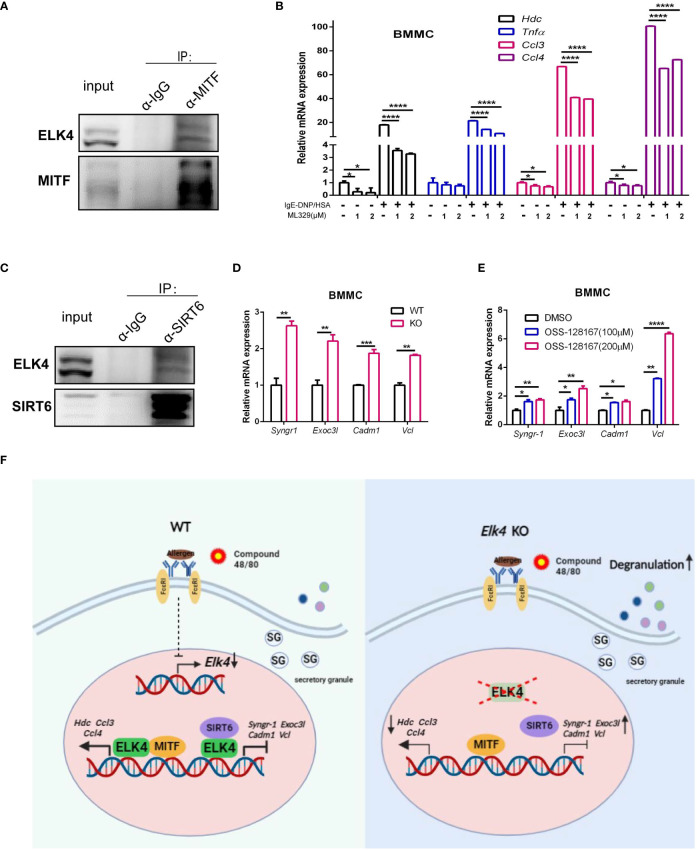
ELK4 interacts and might cooperate with MITF and SIRT6 to regulate mast cell activation and degranulation. **(A)** Coimmunoprecipitation analysis of endogenous MITF and ELK4 proteins in MC/9 mast cells. **(B)** qPCR analysis of the *Hdc*, *Tnfα*, *Ccl3*, and *Ccl4* mRNA levels in BMMCs treated with ML329 in response to FcϵRI-mediated stimulation. One-way ANOVA with Dunnett’s multiple comparison test was used to assess statistical significance. Bar, mean; error bar, SD; n=3; *p < 0.05; ****p<0.0001. **(C)** Coimmunoprecipitation analysis of endogenous SIRT6 and ELK4 proteins in MC/9 mast cells. **(D)** qPCR analysis of *Syngr1*, *Exoc3l1*, *Cadm1*, and *Vcl* mRNA levels in *Elk4*-deficient BMMCs. Student’s t test was used to assess statistical significance. Bar, mean; error bar, SD; n=3; **p<0.01. **(E)** qPCR analysis of *Syngr1*, *Exoc3l1*, *Cadm1*, and *Vcl* mRNA levels in BMMCs treated with OSS-128167. * indicates p<0.05; ** indicates p <0.01;***indicates p<0.001. One-way ANOVA with Dunnett’s multiple comparison test was used to assess statistical significance. Bar, mean; error bar, SD; n=3; *p < 0.05; **p<0.01; ****p<0.0001. **(F)** Schematic diagram depicting the downregulation of *Elk4* expression in activated mast cells and the effect and potential mechanism of ELK4 on mast cell activation.

## Discussion

TCFs are important downstream transcriptional effectors of MAPK signaling, which is normally correlated with the regulation of cell proliferation in mammalian cells (46). We and others have demonstrated that ELK4 is overexpressed in various cancers, including colorectal cancer and melanoma, and is required for cancer cell proliferation (19, 47). In this study, we established the important role of ELK4 in regulating mast cell proliferation but not mast cell development, which may impact disorders related to mast cell proliferation, such as mastocytosis. In addition to cell proliferation, ELK4 also plays a vital role in mast cell activation. Intriguingly, the effects of ELK4 on cytokine/chemokine expression and degranulation are opposites during mast cell activation. Although both *de novo* synthesis of cytokines/chemokines and degranulation are vital for mast cell function, the inflammatory response with the newly made cytokines/chemokines and degranulation are not always synchronous in response to different stimuli in mast cells. FcϵRI-mediated mast cell activation involves both cytokine/chemokine expression and degranulation, while MRGPRX2-mediated activation is mainly correlated with degranulation (48). Additionally, the response to FcϵRI crosslinking depends on the affinity of the antigens; high-affinity antigens lead to increased degranulation, and low-affinity antigens induce a more chemokine-based inflammatory response (49). Thus, it is worth exploring the mechanism of *Elk4* downregulation upon treatment with Compound 48/80 and IgE-DNP/HSA and the regulation and effect of ELK4 during mast cell activation under different stimuli in the future.

The MAPK pathway is also activated in mast cells in response to FcϵRI crosslinking (50–52). A recent study showed that inhibition of MEK1/2 resulted in increased cellular retention of β-hexosaminidase in IgE-DNP/HSA-stimulated BMMCs, which indicates decreased mast cell degranulation (53). Thus, although ELK4 is an important downstream transcriptional effector of MAPK, the MAPK pathway could promote mast cell degranulation, possibly through another downstream effector that needs to be explored in the future.

MITF is a core transcription factor for mast cell development and maintenance (54, 55). A recent study revealed that MITF is critical for *Hdc* gene expression through its binding to an upstream enhancer of *Hdc* in mast cells (38, 55). In this study, we identified MITF as a new interactor of ELK4; thus, we speculate that ELK4 might directly regulate *Hdc* and cytokine/chemokine transcription in mast cells by cooperating with MITF. Additionally, the TCF-SRF (serum response factor) transcriptional complex mediates the activation of various immediate-early genes, such as the AP1 transcription factor c-FOS, EGR1 (early growth response 1) and EGR2 (56). Transcriptional analysis of mast cells has revealed the vital role of AP1 and EGR1/2 in orchestrating the transcriptional inflammatory response for the *de novo* synthesis of cytokines and chemokines in activated mast cells (12, 57–59). 

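Immediate-early genes were compared between unstimulated BMMCs labelled KO and unstimulated WT. *Fos* (NCBI Gene 14281) had 6.32 ± 0.606 CPM (SD, n = 2) in KO and 15.0 ± 1.01 CPM (SD, n = 2) in WT, a log2 fold change of -1.24 (standard error 0.07, adjusted p = 3.69e-19 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Egr2* (13654) had 71.4 ± 3.16 CPM (SD, n = 2) in KO and 258 ± 9.95 CPM (SD, n = 2) in WT, a log2 fold change of -1.85 (standard error 0.03). *Egr4* (13656) had 0.887 ± 0.178 CPM (SD, n = 2) in KO and 11.3 ± 1.64 CPM (SD, n = 2) in WT, a log2 fold change of -3.66 (standard error 0.17). *Egr1* (13653) and *Egr3* (13655) were also lower, by log2 fold changes of -0.97 and -0.87. In unstimulated HZ libraries, the log2 fold changes against WT were -2.54 for *Fos*, -3.56 for *Egr2*, -1.95 for *Egr1* and -2.08 for *Egr3*. After stimulation, KO differed from WT by -0.08 for *Fos*, -0.51 for *Egr2*, -2.58 for *Egr4*, -0.05 for *Egr1* and -0.04 for *Egr3* on the log2 scale.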

The gene expression profile of the unstimulated *Elk4* KO BMMCs showed that c-Fos and EGR2/4 were both significantly downregulated by Elk4 deficiency (**Table S4H**). Thus, ELK4 could also indirectly regulate the inflammatory response of activated mast cells by activating AP1 and EGRs in mast cells, which also implies the potential role of SRF in mast cells.

The histone deacetylase SIRT6 is a recently identified negative regulator of mast cell degranulation that epigenetically inhibits target gene transcription (14). However, as a transcriptional corepressor, it was previously unknown which transcription factor recruits SIRT6 to regulate gene transcription in mast cells. Our study revealed that ELK4 exerts a comprehensive effect on the transcriptome in mast cells through both transcriptional activation and inhibition. Although the exact mechanism by which ELK4 suppresses mast cell degranulation is unknown, it is likely to involve a protein interaction with SIRT6. We hypothesize that ELK4 may recruit SIRT6 as a transcriptional corepressor to suppress gene transcription and inhibit degranulation. In addition to SIRT6, ELK4 is also responsible for the recruitment of SIRT7, which leads to deacetylation of H3K18Ac and oncogenic transformation in epithelial cancers (60). Thus, it would be promising to explore whether SIRT7 is involved in the transcriptional inhibitory effect of ELK4 in mast cells.

The limitations of this study mainly include the use of conventional *Elk4* KO mice and the lack of the genome-wide DNA binding profile of ELK4 in mast cells. Due to the lack of ChIP (chromatin immunoprecipitation)-grade ELK4 antibody and the technical difficulties of BMMC transfection and infection, we could not profile the DNA binding pattern of ELK4 in the mast cell system. Generating engineered mice expressing epitope-tagged endogenous ELK4 will provide a powerful tool to explore ELK4 binding profiles in different contexts, including mast cells (61). Additionally, mast cell-specific conditional *Elk4* KO mice will provide further *in vivo* evidence to support the vital role of ELK4 in mast cell biology. In summary, our study suggests that ELK4 interacts with MTIF and SIRT6 in mast cells and exerts opposite roles in the cytokine/chemokine production and degranulation during mast cell activation, which highlights the critical role of ELK4 in mast cell biology and anaphylaxis. Hence, combination of repressing ELK4 but promoting SIRT6 activity may point the way to developing new treatments for human diseases in which mast cells play a pathogenic role.

## Data availability statement

The raw RNA-seq data presented in this study are deposited in GEO repository, accession number: GSE236014.

## Ethics statement

The animal study was reviewed and approved by the Institutional Animal Care and Use Committee of Shanghai General Hospital affiliated with Shanghai Jiao Tong University School of Medicine. Written informed consent was obtained from the owners for the participation of their animals in this study.

## Author contributions

YH, C-YL, and LL conceived the idea of the study; C-YL and LL supervised the study; ZZ performed the bioinformatics analyses; WL and YL performed the animal experiment; YH performed all the *in vitro* assays with the help of YG; JW, XP, LHL, and JL contributed in the technical, material, or administrative support of the study. YH and C-YL wrote and edited the manuscript. All authors contributed to the article and approved the submitted version.

# Supplementary material for: ELK4 exerts opposite roles in cytokine/chemokine production and degranulation in activated mast cells
**Source:** Front Immunol. 2023 Jul 17;14:1171380. doi: 10.3389/fimmu.2023.1171380
**Supplement:** Supplementary file 7

| genes | sequences |
| --- | --- |
| *Ccnb2* | F: GCCAAGAGCCATGTGACTAT  R: CAGAGCTGGTACTTTGGTGTTC |
| *Il13* | F: TGGTTTGCTGCCTATGCCCT  R: GCTACAGTGAGGTAGCAGAGTTA |
| *Il6* | F: GCCTTCTTGGGACTGATG  R: AGGTCTGTTGGGAGTGGTA |
| *Ccl3* | F: CAGCCAGGTGTCATTTTCCTGA  R: ATGCAGGTGGCAGGAATGTT |
| *Ccl4* | F: AAACCTAACCCCGAGCAACA  R: ATGCAGGTGGCAGGAATGTT |
| *Hdc* | F: TTCCAGCCTCCTCTGTCTGT  R: GGTATCCAGGCTGCACATTT |
| *E2f2* | F: ACGGCGCAACCTACAAAGAG  R: GTCTGCGTGTAAAGCGAAGTG |
| *Ccna2* | F: GCCTTCACCATTCATGTGGA  R: TTGCTCCGGGTAAAGAGACA |
| *Cdk6* | F: TCTCACAGAGTAGTGCATCGT  R: CGAGGTAAGGGCCATCTGAAAA |
| *Cdk2* | F: CCTGCTTATCAATGCAGAGGG  R: GTGCTGGGTACACACTAGGTG |
| *Hprt* | F: TCAGTCAACGGGGGACATAAA  R: GGGGCTGTACTGCTTAACCAG |

Table1 Primers used in RT-qPCR assay

How the deposited data were processed for this re-analysis (not part of the article)

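RNA of bone marrow-derived mast cells was measured by RNA-seq in 12 libraries, in 6 groups of 2 replicates given by the genotype label (*Elk4* WT, HZ or KO) and by treatment (unstimulated, or 1 h of DNP-HSA after anti-DNP IgE). The authors deposited a table of read counts per gene, which were raw counts without normalization, with no statement of the aligner, the counting tool, the genome build or the annotation. The authors deposited a second table of FPKM values for the same genes. In genes with high counts, the ratio of count to FPKM differed between libraries only by the library's total count, so the deposited FPKM values were scaled by gene length and library total. All columns of both tables were used, and replicates had not been pooled.

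Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by edgeR's filterByExpr with its default settings, which left 12208 of 16234 genes. Libraries were scaled by TMM, with factors of 1.08 to 1.12 in unstimulated and 0.902 to 0.924 in stimulated libraries. A quasi-likelihood model with a mean for each of the 6 groups was fitted with 6 residual and 38.9 prior degrees of freedom, and the common dispersion was 0.00161. Fold changes used a prior count of 0.125. P-values were two-sided and adjusted by the Benjamini-Hochberg method over the genes tested. Genes passed at an adjusted p below 0.05 and a log2 fold change of at least 1 in size. For stimulated KO or HZ against WT, and for stimulated KO against HZ, they passed at an adjusted p below 0.05 and a fold change of at least 1.5 or at most 0.66. Differences between genotypes in the response to stimulation were tested as interactions in the same model. CPM values were normalized counts scaled by TMM. A fold change against a group with at most 3 counts in each library is given as a lower bound against 3 counts. Enrichments of gene sets were one-sided Fisher exact tests against the genes tested, with 95% confidence intervals, or against the induced genes where only these could enter a list.

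The gene sets were the TCF list of Table S3, the MITF list of Table S5 (1998 genes, since 1363 further entries were cut from the text of the table used here), the inflammatory response and chemotaxis genes of Table S4B, and the S-phase and G2/M lists shipped with the Seurat package. Genes named in the text are those the paper names or measures by qPCR in these cells, the sex-linked genes *Xist*, *Ddx3y*, *Kdm5d*, *Eif2s3y* and *Uty*, and genes with the largest change. The last were, in each direction of each of 3 comparisons (stimulated against unstimulated WT, and KO against WT in either state), the 3 genes with the largest log2 fold change past the thresholds. They had to have no overlap between the libraries of the groups and a mean of at least 100 counts in the higher group. Other genes named were members of the gene sets or were chosen after their values were seen.

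Library totals on genes lay between 29697958 and 35531667 counts. With 2 libraries per group, the biological coefficient of variation of 4.01% set the precision, and a log2 fold change of a gene with many counts had a standard error of 0.02 to 0.06. Groups of 2 allow no test over other splits of the libraries and no test for a deviating library. On simulated data of this design, with a log2 fold change of 1.5 in 200 genes, edgeR called 194, DESeq2 192 and limma on FPKM 162. In a simulated comparison without any change, edgeR and DESeq2 called 0 genes and limma called 3. The simulated spread was taken from these same libraries, and calls required a 2-fold change. These numbers therefore do not cover spread between animals or calls at smaller changes.

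The alternatives set before the data were examined were DESeq2 1.42.0 (the paper names DESeq), DESeq2's size factors in edgeR, no filter on low counts, and at least 10 counts in every library. They also included a fit of only the groups compared, a replicate block, a block within genotype, an adjusted p below 0.01, no fold threshold, a prior count of 2, leaving out each replicate, and every gene of the table as the background. The last of them were limma's cameraPR in place of Fisher tests and limma 3.58.1 on log2(FPKM + 1), with a mean FPKM of at least 0.5 or with no filter, and on log2(FPKM + 0.1). Scaling by library totals, comparisons of KO with HZ, interactions over all genes, tests of GO and KEGG terms of 5 to 500 genes, Pearson correlations, and a fold threshold left out for stimulated KO against WT alone were added after the data were seen. The replicate block rests on the replicate numbers of the library labels, and what a number stands for is not stated. The step of the dependence analysis that adds genes by distance and the hallmark gene sets named in the legends were not used here.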

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

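The tests on the shared WT noise, on WT against both other genotypes, on a graded effect in unstimulated and in stimulated libraries, on the *Elk4* level, on the chromosome Y gene, on genes that escape X inactivation, on the ratio of unstimulated to stimulated differences and on the cell cycle of HZ libraries were chosen after the results were seen. The other tests were set before.

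The paper does not analyse the libraries labelled HZ, and they differed from WT in many genes. Unstimulated HZ had 650 genes lower and 467 higher than unstimulated WT at an adjusted p below 0.05 and 2-fold, and stimulated HZ had 435 higher and 528 lower than stimulated WT at 1.5-fold or 0.66-fold. The log2 fold changes of HZ and KO against WT had a Pearson correlation of 0.769 across genes in unstimulated libraries, where genes are not independent replicates. Of the 917 genes past the thresholds in unstimulated KO, 881 moved in the same direction in HZ. Noise of the shared WT libraries could raise this correlation, but with separate WT libraries as references it was 0.656. A graded effect of the number of *Elk4* copies would put the HZ change between 0.25 and 0.75 of the KO change, and the median ratio was 0.866 in unstimulated libraries (quartiles 0.530 and 1.14), outside this range. Over the 1546 genes past the thresholds in stimulated KO, it was 0.609 in stimulated libraries (quartiles 0.368 and 0.828), inside it. Choosing genes by their change in KO lowers this ratio. With the genes past the thresholds in HZ instead, it was 1.27 in unstimulated and 0.897 in stimulated libraries. The principal axis over all 12208 genes, which treats HZ and KO alike, had a slope of 1.03 and 0.790. A graded effect was therefore not met in unstimulated libraries, and in stimulated ones the answer depended on the choice of genes. The *Elk4* mRNA did not follow the labels, with a log2 difference of 0.24 between unstimulated HZ and WT. Between unstimulated KO and HZ, 410 genes passed the thresholds, against 917 between KO and WT and 1117 between HZ and WT. This depends on the fold threshold, since without it 2854 genes were higher and 2661 lower in unstimulated KO than in HZ, against 2795 and 2646 in KO than in WT. Whether the WT cultures differ from both others by something besides the dose of *Elk4* was therefore not settled.

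Several properties of the cultures were tested on unstimulated KO against WT. Of the 5 sex-linked genes of the naming rule, 0 were listed in the tables, so these genes cannot show the sex of the animals. The 1 gene of chromosome Y in the tables, *Gm52481*, was named after its values were seen. It had 24 and 47 counts in unstimulated and 58 and 58 in stimulated WT libraries. It had 1, 2, 8 and 0 counts in the HZ libraries and 1, 1, 8 and 6 in the KO libraries. In unstimulated libraries, it was at least 12.6-fold higher in WT than in KO. The median log2 fold change of *Kdm6a*, *Kdm5c*, *Eif2s3x* and *Ddx3x*, which escape X inactivation and were also named after their values were seen, was 0.12, under the limit of 0.3 set for a difference in sex. Sex may therefore differ between the WT and the other animals, but these tests point in different directions and cannot settle it. Genes next to *Elk4* were not over-represented, with 5 of 100 neighbours past the thresholds (one-sided Fisher exact p = 0.874). A strain difference elsewhere in the genome was not tested. Markers of other bone marrow lineages were over-represented, with 5 of 18 tested markers past the thresholds, 3 higher and 2 lower in KO (27.8%, against 7.51% of the genes tested, one-sided Fisher exact p = 0.00888). These were *Ctsg* (log2 fold change -3.87), *Lyz2* (1.35), *Cebpa* (3.86), *Siglecf* (-2.92) and *Hbb-bt* (4.21). The test counts markers of every lineage and of either direction together. Within a lineage, other markers moved the other way without passing the thresholds, such as *Csf1r* (-3.59) against *Lyz2*, *Prtn3* (1.22) against *Ctsg* and *Hba-a1* (-0.75) against *Hbb-bt*, all named after their values were seen. The test therefore cannot show that cells of another lineage were present, which remains a hypothesis beside a change of these genes in mast cells. Replicates differed beyond counting error, with a median dispersion statistic of 2.92 where counting error alone gives 1, so the spread between replicates was not down to counting error alone. This does not exclude a shared culture, and whether replicates were separate animals was not tested. The log2 fold change had a Spearman correlation of 0.0779 with GC content and of -0.255 with gene length across genes, both within the limit of 0.3. The labels and the paper name no sequencing batch. A contribution of the animals' sex to the difference between WT and the other libraries was neither shown nor excluded.

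The response to stimulation differed from WT at an adjusted p below 0.05, in interaction tests by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, in 4705 genes in HZ and in 1132 in KO. These counts hold genes outside the induced genes that the paper discusses. In HZ, 2429 genes had a higher and 2276 a lower fold change than in WT, and 731 of the 4705 differed at least 2-fold. In KO, 664 had a higher and 468 a lower fold change, and 86 differed at least 2-fold. At an adjusted p below 0.05 and 2-fold, HZ against WT gave 2.03 times as many genes in unstimulated (1117) as in stimulated libraries (550). The larger number of interactions in HZ may therefore come from the unstimulated HZ libraries. The state of the cell cycle was tested next, and the median log2 fold change of the G2/M genes on stimulation was 0.69 in HZ, -0.34 in WT and -0.22 in KO. The test required WT and KO within 0.3, and WT lay outside it, so by the limits set it went against this explanation. Other measures point the other way. The median of the S-phase genes on stimulation was 1.11 in HZ, -0.06 in WT and -0.07 in KO, and in 87 of the 97 cell cycle genes the response in HZ was higher than in WT at an adjusted p below 0.05 by the same test. As a group, their response was higher in HZ (n = 97 genes, two-sided cameraPR p = 1.84e-53) and did not differ in KO (n = 97 genes, p = 0.203). The cell cycle therefore remains a hypothesis for part of the HZ count. No sequencing batch is given that would explain either count, and both remain open between culture and genotype.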

How the results depend on the processing

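Scaling by library totals, the fold threshold left out for stimulated KO against WT alone, Pearson correlations and cameraPR with a replicate block were chosen after the results were seen, and the other settings were set before. Unless a value below shows it, the cause was not tested. Of the values recomputed for counts, enrichments, shares, slopes and correlations, 318 kept their direction and their side of the threshold or stayed within the limits set, 137 moved further, 8 became stronger, 9 weaker and 4 reversed. Of the values for single genes and for the zinc finger median, 574 stayed, 10 moved (all of the zinc finger median), 8 became stronger and 14 weaker, and 0 reversed.

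The numbers of genes higher and lower after stimulation in WT stayed within 1.5 times of 453 and 373 with DESeq2, with its size factors in edgeR, without a filter, with at least 10 counts, with only the groups compared, with either block and at an adjusted p below 0.01. Without a fold threshold, 2733 and 2797 genes were higher and lower after stimulation in WT, 2485 and 2498 in KO and 4011 and 3853 in HZ. Likewise, 2795 and 2646 were higher and lower in unstimulated KO against WT, 2588 and 2339 in stimulated KO, 3099 and 3175 in unstimulated HZ and 2250 and 2016 in stimulated HZ. Between KO and HZ, 2854 and 2661 were higher and lower in unstimulated and 1571 and 1469 in stimulated KO. Of the genes then induced, 758 were higher and 711 lower in stimulated KO, and 226 had a larger and 354 a smaller induction. Here the removed threshold itself is the cause. Induced genes higher in stimulated KO numbered 113, and those lower 160, with the fold threshold left out for stimulated KO against WT alone.

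All genes with another stimulation response in KO than WT numbered 716 on log2(FPKM + 1), 606 without a filter and 652 on log2(FPKM + 0.1). On log2(FPKM + 1), 204 genes were higher and 149 lower after stimulation in WT, 222 and 167 in KO and 298 and 470 in HZ. Against WT, 94 were higher and 216 lower in unstimulated KO, 293 and 437 in stimulated KO, 131 and 283 in unstimulated HZ and 190 and 215 in stimulated HZ. Between KO and HZ, 41 were higher and 38 lower in unstimulated and 61 and 209 in stimulated KO. Of the induced genes, 21 were higher and 39 lower in stimulated KO, and 31 had a smaller induction. The same values without a filter gave 206 and 149 in WT, 223 and 166 in KO and 298 and 472 in HZ after stimulation. Against WT, they gave 95 and 217 in unstimulated KO, 293 and 452 in stimulated KO, 133 and 283 in unstimulated HZ and 187 and 227 in stimulated HZ. Between KO and HZ they gave 40 and 38 in unstimulated and 59 and 207 in stimulated KO. Of the induced genes, 21 were higher and 40 lower in stimulated KO, and 81 had a larger and 28 a smaller induction. On log2(FPKM + 0.1), 243 genes were higher after stimulation in WT, 262 in KO and 440 in HZ, fewer than with edgeR, and 508, 477 and 900 were lower, more than with edgeR. Here 157 were higher and 348 lower in unstimulated KO, 219 higher in unstimulated HZ and 327 lower in stimulated HZ. Between KO and HZ, 100 were higher and 98 lower in unstimulated and 126 higher in stimulated KO. Of the induced genes, 34 were higher and 48 lower in stimulated KO, and 24 had a smaller induction.

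All genes with another stimulation response in KO than WT numbered 621 at an adjusted p below 0.01. With at least 10 counts in every library, 189 genes were higher and 393 lower in unstimulated KO, 278 higher in unstimulated HZ, 159 lower in unstimulated KO than in HZ, and 37 induced genes higher in stimulated KO. With library totals in place of TMM, 848 genes were lower after stimulation in WT, 721 in KO and 1351 in HZ, and 36 induced genes had a smaller induction in KO. Library totals moved the median of all log2 fold changes on stimulation by -0.31 in WT, -0.29 in KO and -0.23 in HZ relative to TMM, and by -0.02 in unstimulated KO against WT. The split into higher and lower genes moved with it. The share of higher genes fell from 54.8% to 28.7% in WT, from 56.4% to 32.9% in KO and from 49.1% to 30.9% in HZ. On log2(FPKM + 0.1), this share was 32.4% in WT, 35.5% in KO and 32.8% in HZ. On log2(FPKM + 1), it was 38.8% in HZ after stimulation (38.7% without a filter) and 31.6% in unstimulated HZ, against 41.8%. It did not fall on log2(FPKM + 1) after stimulation in WT (57.8%) and KO (57.1%), so the scaling by library total that FPKM shares does not account for all of these shares.

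Inflammatory odds ratio in induced lower genes, those lower in stimulated KO, was 2.12 (exact p = 0.0429), and in 9 settings its exact p was above 0.05. It was 1.99 with DESeq2's size factors (Fisher exact p = 0.0580), 1.41 at an adjusted p below 0.01 (exact p = 0.267) and 1.18 with at least 10 counts (exact p = 0.462). It was 2.04 with library totals (exact p = 0.0652), 1.50 without a filter (exact p = 0.209) and 1.59 with only the groups compared (exact p = 0.152). In limma it was 1.58 on log2(FPKM + 1) (exact p = 0.235), 1.54 without the filter (exact p = 0.249) and 1.49 on log2(FPKM + 0.1) (exact p = 0.266). With a replicate block, it was 2.06 (exact p = 0.0492). Against all genes tested, cameraPR gave the direction down for this set in stimulated KO (n = 38 genes, p = 0.00159). The set's median log2 fold change was -0.03, with 16 genes lower and 11 higher at an adjusted p below 0.05. For the interaction, cameraPR gave the direction up (n = 38 genes, p = 3.40e-45), with 19 larger and 2 smaller fold changes in KO. Unlike the odds ratio, these tests also compare with genes that were not induced. The MITF odds ratio in KO unstimulated lower genes was 1.16 (exact p = 0.134) and passed 0.05 in 4 settings. It was 1.32 against every gene of the table (exact p = 0.0167), 1.28 without a filter (exact p = 0.0304), 1.56 on log2(FPKM + 1) (exact p = 0.0112) and 1.82 on those values without a filter (exact p = 0.00106). In these settings, and among all alternatives, its exact p lay between 0.00106 and 0.179. The background shows part of the cause, since genes that could not be tested were counted in it.

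The TCF odds ratio in WT lower genes, the TCF odds ratio in KO unstimulated lower genes, the cell cycle odds ratio in WT lower genes and the MITF odds ratio in KO unstimulated higher genes were set against cameraPR. With cameraPR, which uses the statistics of all genes, some sets gave another answer than the genes past the thresholds, and its unit is the gene. The TCF genes rose as a group after stimulation in WT (n = 68 genes, p = 1.20e-22, with a replicate block 1.71e-22), where too few were among the lower genes to pass. In unstimulated KO, cameraPR gave the direction down (n = 68 genes, p = 0.00678, with the block 0.00590), although 15 of them were higher and 16 lower at an adjusted p below 0.05. The cell cycle genes moved down after stimulation in WT (n = 97 genes, p = 0.0100, with the block 0.0113), the reverse of their odds ratio of 0.329 among the lower genes. The MITF genes showed no shift past 0.05 in unstimulated KO (n = 1475 genes, p = 0.325, with the block 0.325, direction down), while their odds ratio among the higher genes was 1.52.

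Share of induced genes with WT fold above KO fold was 45.5%. It was 45.9% with DESeq2's size factors, without a filter, with a prior count of 2 and with a replicate block, and 46.1% with a block within genotype. It was 42.8% at an adjusted p below 0.01, 42.4% with only the groups compared, 41.3% with at least 10 counts and 41.1% with library totals. In limma, it was 36.8% on log2(FPKM + 1), 37.4% without the filter and 35.4% on log2(FPKM + 0.1). The slope above 0, 0.758, became 0.687 in DESeq2, 0.314 with a prior count of 2 and 0.266 with at least 10 counts. In limma it was 0.416, 0.414 without the filter and 0.266 on log2(FPKM + 0.1). The slope below 0, -1.46, became -0.403 with a prior count of 2, -0.358 with at least 10 counts, -0.0752 on log2(FPKM + 1) with or without the filter, and -0.289 on log2(FPKM + 0.1). Spearman's rho above 0, 0.822, became 0.803 at an adjusted p below 0.01, 0.567 with at least 10 counts, 0.711 with only the groups compared and 0.726 with a prior count of 2. It was 0.795 with the block within genotype and 0.802 with the replicate block, and 0.601, 0.575 without the filter, and 0.663 on log2(FPKM + 0.1) in limma. The Spearman rho of WT fold and difference below 0 was -0.743. It became -0.672 with at least 10 counts, -0.718 with library totals, -0.730 without a filter, -0.727 with only the groups compared and -0.690 with a prior count of 2. It was -0.754 with the block within genotype, -0.752 with the replicate block, and -0.644 on log2(FPKM + 1) with or without the filter, and -0.685 on log2(FPKM + 0.1). The Pearson correlation was 0.959 above and -0.511 below 0. Across the 8 fits that each left out one replicate, the share lay between 44.4% and 49.2% and the slope above 0 between 0.707 and 0.791. The slope below 0 lay between -7.54 and -0.580, rho above 0 between 0.775 and 0.841 and rho below 0 between -0.769 and -0.712.

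For KO against WT, whose libraries come from different animals, the replicate block gave 316 genes higher and 592 lower in unstimulated and 668 higher and 877 lower in stimulated libraries. A pairing by number was not shown between groups of different genotype, where the correlations of replicate differences lay between -0.0551 and 0.0547 across genes. Among single genes, the weaker values were those of *Elk4* against WT in unstimulated KO and HZ and in stimulated HZ, of *Mitf* in unstimulated KO and of *Elk1* on stimulation. The stronger ones were those of *Elk4* and *Elk3* on stimulation of WT, with library totals or FPKM, whose common shift is given above. For *Elk4* on stimulation of WT, the log2 fold change lay between -0.37 and -0.05 over the alternatives that kept every library. Its adjusted p from edgeR, DESeq2 or limma then lay between 7.18e-07 and 0.663. With single libraries left out, this log2 fold change lay between -0.18 and 0.04. No p-value was computed with a replicate left out, since 1 library then remained in a group. Counts from these fits are of the genes already called that stayed past the fold threshold, and could fall but not rise.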

Differences from the paper's values

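The paper gives 121 induced genes lower in stimulated KO, and 80 were found here. Of the alternatives set before the data were examined, DESeq2's size factors in edgeR (83), a fit of only the groups compared (94) and a replicate block (82) came within 1.5 times of the paper's value. DESeq2 (77), no filter (80), at least 10 counts (56), an adjusted p below 0.01 (69), no fold threshold (711) and limma on log2(FPKM + 1) (39), on those values without a filter (40) and on log2(FPKM + 0.1) (48) did not. Leaving out single replicates kept 76 to 79 of the 80 genes, and since it could add no gene, it could not have reached the paper's value. Of the 121 genes in the paper's Table S4F, 43 have fold changes inside its stated fold threshold by the table's own values, as have 19 of the 65 in Table S4E. Induced genes higher in stimulated KO numbered 113, and those lower 160, with the fold threshold left out for this comparison alone, a setting chosen after seeing the values.

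For all genes higher in stimulated KO than in WT, the paper's circles show about 1000 in Fig. 6E, read by eye, and 664 were found here. No filter (670) and a replicate block (668) came within 1.5 times of it. DESeq2 (622), its size factors in edgeR (643), at least 10 counts (514), only the groups compared (619), an adjusted p below 0.01 (549), no fold threshold (2588) and limma (293 on log2(FPKM + 1) with or without a filter, 455 on log2(FPKM + 0.1)) did not. Single replicates left out kept 620 to 634 of the 664 genes and could add none.

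The slope above 0 of the dependence plot is about 0.69 in Fig. 6D, read by eye, as the paper's value, and was 0.758 here. DESeq2 (0.687), leaving out replicate 2 of unstimulated WT (0.712) and leaving out replicate 1 of unstimulated KO (0.707) came within the replicate error of it, and the other alternatives did not. The paper's correlation above 0 is about 0.91 in Fig. 6D, read by eye, and Spearman's rho was 0.822 here. The paper's correlation below 0 is about 0.31 in Fig. 6D, read by eye, and rho was -0.743 here. None of the alternatives set before the data were examined reached either value. The paper's legend names Spearman's r. The squared Pearson correlation of the values in the paper's Table S4D, a statistic chosen after seeing the values, was 0.914 above and 0.308 below 0. Their Spearman correlation was 0.798 above and -0.747 below 0. On the fold changes computed here, the squared Pearson correlation was 0.919 and 0.261.

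Of the MITF signature, about 130 genes are shown as lower in unstimulated KO in Fig. 6F, read by eye, as the paper's number, and 81 were found here. Of the paper's Table S5, 1998 genes were available in the text used here and 1363 further entries were cut from it, so the list was incomplete and the numbers cannot be compared. The number was computed under no alternative.

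Other statements of the paper were met by other values. The paper finds that nearly the whole induced response depends on ELK4. Here the induction differed between KO and WT in 184 of 453 genes (40.6%), and was smaller in KO in 61 of them. The measures are unlike, since the paper used a regression across genes and this count rests on an interaction test of each gene. That test does not count a gene lowered alike before and after stimulation. A gene that did not pass may still depend on ELK4. The paper relates the genes lower after stimulation to the cell cycle, and 1 of the 97 cell cycle genes was among the 373 lower genes. Without a fold threshold, 58 of the 97 were lower at an adjusted p below 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with a median log2 fold change of -0.23. The competitive test cameraPR, an alternative set before the data were examined, moved the cell cycle genes down (n = 97 genes, p = 0.0100). The paper reports that the induced genes higher in KO were enriched in a term for microtubule nucleation. In the deposited terms used here, it listed no gene among the 453 induced ones, so they cannot decide whether this holds. The paper finds more MITF targets among the genes lower in unstimulated KO. The MITF list used here was incomplete, so it cannot decide whether this finding holds. On the incomplete list, the odds ratio was 1.16 for the lower genes (one-sided Fisher exact p = 0.134) and 1.52 for the higher genes (one-sided Fisher exact p = 0.00477). For the lower genes, every gene of the table as background (1.32), no filter (1.28) and limma on log2(FPKM + 1) with (1.56) and without a filter (1.82) passed an exact p of 0.05. The range of the exact p over the alternatives was 0.00106 to 0.179.

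By qPCR, the paper shows *Il6* lower in stimulated KO (Fig. 3A). It also reports less IL-6 protein in KO BMMCs, in their supernatants and in the serum of KO mice, which RNA counts do not measure. Here the log2 fold change of *Il6* RNA was 0.05 (adjusted p = 0.128 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over the alternatives that kept every library, it lay between 0.04 and 0.05, with an adjusted p from edgeR, DESeq2 or limma between 0.107 and 0.403. With single libraries left out, it lay between 0.03 and 0.07. The paper shows by qPCR that *Elk4* falls on activation while *Elk1* and *Elk3* do not (Fig. 1D). Here the log2 fold changes on stimulation of WT were -0.06 for *Elk4* (adjusted p = 0.422), 0.36 for *Elk1* (adjusted p = 0.000377) and -0.11 for *Elk3* (adjusted p = 0.237) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In HZ, *Elk4* changed by -0.48 (adjusted p = 1.65e-09) and *Elk3* by -0.54 (adjusted p = 3.88e-08), and in KO *Elk4* changed by 0.03 (adjusted p = 0.780), all by the same test. With library totals, a scaling chosen after seeing the values, the changes in WT were -0.37 for *Elk4* and -0.42 for *Elk3*. This scaling moved the median of all log2 fold changes by -0.31, so it shows no fall of these genes apart from the common shift. In limma on FPKM, set before the data were examined, both also passed an adjusted p of 0.05 as lower. The FPKM values are scaled by library total as well and hold the same shift.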

Other observations

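The tests on induced genes in unstimulated libraries, with and without cell cycle genes, were chosen after the result was seen, and the other tests below were set before it.

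In the dependence analysis, the WT fold change appears on both axes. With fold changes of single libraries, WT replicate 1 against WT replicate 2 gave a Spearman rho of 0.782 across genes above 0, where no genotype differs. Its slope there was 0.456, and 0.914 for KO replicate 1 against KO replicate 2. These lie on either side of the 0.758 of WT against KO from group values. On single libraries, the slope of WT against KO was 0.751 for replicate 1 and 0.793 for replicate 2. With the WT replicates in the other order, the slope above 0 was 0.214 and the rho 0.824. Below 0, the rho was -0.549 between the WT and -0.518 between the KO replicates, against -0.743 for WT against KO. The slope below 0 was -0.115 and -0.316 in these controls. It was -1.46 for WT against KO. For replicate 1 of WT against replicate 1 of KO it was -1.54, and for replicate 2 of WT against replicate 2 of KO it was -0.339. The difference between the genotypes was also larger at genes with few unstimulated counts, with a rho of -0.497 across genes between the size of the log2 ratio of fold changes and the mean unstimulated count. The shared term and the noise of low counts could thus give rise to much of the correlation above 0, which alone does not separate them from a dependence on ELK4. Below 0, the rho of the controls was smaller in size, and the slope depended too much on single libraries to be compared.

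The TCF signature genes did not fall as a group in stimulated KO against WT, in the competitive test cameraPR (n = 68 genes, two-sided p = 0.309, direction up). For the interaction, cameraPR gave the direction up (n = 68 genes, two-sided p = 4.97e-11), with a median log2 difference of 0.02 and, at an adjusted p below 0.05, 11 genes with a larger and 3 with a smaller fold change in KO. In unstimulated KO, cameraPR gave the direction down (n = 68 genes, p = 0.00678), with a median of -0.00 and 15 genes higher and 16 lower at an adjusted p below 0.05. These medians show no shift of the set as a whole. The first test alone concerns the level at 1 h, and no fall as a group was seen there. The unit of these tests is the gene, and genes are not independent replicates.

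Genes that respond to stimulation were lower in unstimulated KO than in unstimulated WT. A candidate explanation is that unstimulated WT libraries held part of the stimulation response. The 857 genes induced in HZ libraries, which share no library with the comparison, had a median log2 fold change of -0.27 in unstimulated KO against WT, and 571 of them (66.6%) were lower (n = 857 genes, two-sided cameraPR p = 1.11e-10). In stimulated KO against WT, the median was -0.14 (n = 857 genes, p = 0.000297). The 455 genes induced in KO had a median of -0.33 in unstimulated HZ against WT (n = 455 genes, p = 4.19e-15). Genes induced in HZ include cell cycle genes, which were lower in KO. Without the 97 genes of the cell cycle list, the median in unstimulated KO was -0.24 (n = 819 genes, p = 6.79e-10). Without every gene under a cell cycle term as well, it was -0.19 (n = 650 genes, p = 2.16e-08), short of the limit of -0.2 set for this test, and the median of the genes induced in KO was -0.34 in unstimulated HZ (n = 393 genes, p = 2.07e-17). Part of the lower level in KO may thus come from the cell cycle. A lower basal level of these genes through a loss of ELK4 would look the same, and a difference in the sex of the animals was not excluded.

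The MITF odds ratio among genes lower in unstimulated KO was 1.16 against the genes tested and 1.32 against every gene of the table. A background that holds genes without expression in the cells could thus raise it.

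Genes with symbols starting with *Zfp* were lower after stimulation. The median log2 fold change of the 333 tested genes was -0.65 in WT, -0.70 in HZ and -0.49 in KO, and it had the same sign in all 3 genotypes. With DESeq2's size factors it was -0.63 in WT and with library totals -0.95, so no scaling tried brought it to 0. Genes matched on gene length and mean count had a median of -0.13, and genes matched on GC content and mean count of -0.11, each under 0.5 of the *Zfp* median. Reads shared between paralogs were not tested, and the pattern cannot be told apart from them. A response of these genes to stimulation may remain as a hypothesis.

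TMM factors were lower in stimulated libraries. The 20 genes with the largest gain took 1.77% of the counts in unstimulated and 8.36% in stimulated WT, a gain of 6.58 percentage points, under the limit of 10 set for a few genes moving the scaling. The 453 induced genes together rose from 4.04% to 16.7%.

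The paper reports *Syngr1*, Exoc3l1, *Cadm1* and *Vcl* as higher in KO by qPCR (Fig. 7D), and here their log2 fold changes in unstimulated KO against WT were 3.38, 1.13, 0.65 and 0.71. In unstimulated HZ, they were 3.27, 1.26, 1.44 and 0.73. Among the TCF genes, 4 were among the 595 genes lower in unstimulated KO, *Egr2*, *Fos*, *Nr4a1* and *Ptgs2* (odds ratio 1.22, one-sided Fisher exact p = 0.425, adjusted p = 0.566 over 8 tests).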
